# Identification of a novel immature dendritic cell subset with potential pro-leukemic effects in leukemia microenvironment

**DOI:** 10.1038/s41419-025-07851-2

**Published:** 2025-07-29

**Authors:** Xiaoxi Cui, Yifei Li, Wanzhen Xie, Ruiyun Li, Dongyue Zhang, Siqi Zhang, Qian Ren, Lina Wang, Guoguang Zheng

**Keywords:** Cancer microenvironment, Dendritic cells

## Abstract

Both intrinsic and microenvironmental factors contribute to the genesis and progression of leukemia. Dendritic cells (DCs) are important members of the immunomicroenvironment. The immature DCs (imDCs) and regulatory DCs (DCregs) participate in the formation of an immunosuppressive microenvironment that play adverse role in tumor progression. However, the characteristics of DCs in leukemia microenvironment have not been well established. Here, we identified a novel CD11c^+^MHCII^lo^ DC population (T-DC) accumulated in the mouse splenic T-ALL microenvironment. T-DCs exhibited an immature phenotype as they were characterized by low expression of MHCII molecules and co-stimulatory molecules such as CD86, CD83 and CD40. Database analysis revealed that low level expression of DC maturation-associated genes correlated with poor prognosis in leukemia patients. Furthermore, T-DCs promoted T-ALL progression contributed by their attenuated phagocytosis and CD4^+^ T cell activation potential. Moreover, RNA sequencing analysis demonstrated that T-DCs expressed low level of genes related to maturation and antigen processing. T-DCs showed similar expression pattern with DCregs and expressed high levels of immunosuppressive genes. In addition, single cell RNA sequencing demonstrated the heterogeneity of T-DCs, showing that they are mainly compose of cDC1s, cDC2s and macrophage-like DCs. Therefore, our findings uncover the critical role of a novel imDC subset in promoting leukemia progression through the suppression of T-cell immunity. These results may have significant implications for the development of immunotherapeutic strategies aiming at reversing immune evasion in leukemia and improving patient outcomes.

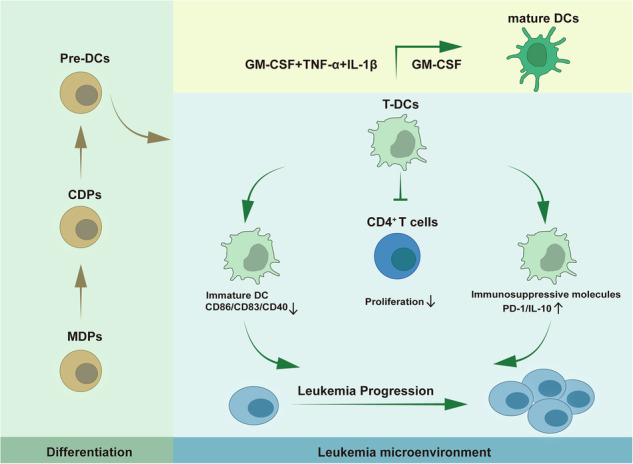

## Introduction

The occurrence and progression of diseases are greatly driven and impacted by both intrinsic and microenvironment factors. Different immune cells with heterogeneous functions orchestrate the specific immunomicroenvironments participating physiologic processes for the homeostatic maintenance as well as pathologic processes in diverse diseases including malignancies [1]. Among them, dendritic cells (DCs) are pivotal antigen-presenting cells that serve as a bridge between innate and adaptive immunity, playing critical roles in coordinating immune responses [2, 3]. DCs are broadly classified into two major subsets, the conventional DCs (cDCs) and the plasmacytoid DCs (pDCs), while the cDCs are further classified into cDC1 and cDC2 [4].

DCs take part in cancer immunoediting and play important pathologic roles in different phases of tumors. DCs exert their anti-tumor effects by effective antigen presentation and T cell activation. Upon immunosurveillance by DCs and other immune cells, tumor cells may be destroyed, which lead to the elimination of tumors [5]. However, during tumor progression, the tumor microenvironment (TME) is frequently reshaped to an immunosuppressive state favorable for the growth and metastasis of tumor cells [6]. Different mechanisms covering diverse immune cell types have been proposed. Among them, the TME impair the maturation of DCs through various mechanisms. The maturation process of DCs is a complex and highly regulated event that involves significant changes in morphology, phenotype, phagocytosis, secretory characteristics [7]. The immature DCs (imDCs) typically express low levels of maturation markers such as major histocompatibility complex (MHC) class II, CD80, CD86 and CD40. They are characterized by reduced antigen-presenting and phagocytic abilities leading to compromised immune responses [8]. The TME factors, such as hypoxia, nutrient deficiency, and accumulation of reactive oxygen species, inhibit the expression of co-stimulatory molecules. Moreover, imDCs also promote tumor progression by overexpressing Il-10, which suppresses T cell proliferation [9]. In addition, regulatory dendritic cells (DCregs), which possess immunosuppressive properties and facilitate immune evasion, have been identified [10, 11]. In fact, DCregs encompass a range of developmental stages, from immature, semi-mature to mature, suggesting potential overlaps with imDCs in terms of phenotype and function [12–15]. Therefore, restoring the anti-tumor effects of DCs in the TME could potentially improve the efficacy of cancer immunotherapies.

Compared with solid tumors, leukemia has unique pathologic microenvironment [16]. The immune cells in the leukemic microenvironment including DCs, macrophages, natural killer (NK) cells, and regulatory T cells (Tregs), exhibit heterogeneous characteristics and play pathologic roles during disease progression through different mechanisms [17–22]. As an important member of the leukemia microenvironment, bidirectional interactions between DCs and the microenvironment have been elucidated, *i.e*. the leukemia microenvironment recruits and educates DCs, which in turn reshape the leukemia microenvironment and contribute to disease progression. AML patients with FLT3-ITD had significantly higher frequencies of cDCs and pDCs than those without the mutation and the elevation was associated with a more aggressive disease phenotype and poorer prognosis [23]. Furthermore, more imDCs were detected in patients who experienced relapse [24, 25]. Moreover, DCs from thymic microenvironments in multiple murine T-ALL models directly supported the growth of T-ALL cells [26]. In addition, in vivo depletion of myeloid cells including DCs lead to a significant reduction in leukemia burden and prolonged survival in T-ALL mouse models [27]. These studies highlighted the significance of DCs in the leukemia microenvironment as well as their association with disease progression and relapse. However, a lot of fundamental phenomena and mechanisms, such as the phenotypic and functional characteristics of DCs in leukemia microenvironment, the leukemia-specific subpopulations, the transcriptomic heterogeneity and the interaction between DC subpopulations and other immune cells, have not been fully elucidated.

Here, we identified a novel CD11c^+^MHCII^lo^ DC population (T-DC), which exhibited an immature phenotype, in the mouse splenic T-ALL microenvironment. Database analysis revealed that low level expressions of DC maturation-associated genes correlated with poor prognosis in leukemia. Furthermore, T-DCs promoted T-ALL progression contributed by their attenuated phagocytosis and CD4^+^ T cell activation potential. Moreover, single cell RNA sequencing (scRNA-seq) demonstrated the heterogeneity of T-DC. Therefore, our study identifies a novel immature DC subset in the leukemia microenvironment, which provides important insights for the mechanisms of leukemia progression as well as immune-based approaches for leukemia therapy.

## Methods and materials

### Mice

C57BL/6J (CD45.2) and C57B6.SJL (CD45.1) mice were provided by the Animal Center of the Institute of Hematology and Blood Disease Hospital, CAMS & PUMC. OT-II mice were purchased from Cyagen Biosciences. 6-8 weeks old female mice were used and maintained in the specific pathogen-free animal facility. All procedures for the animal experiments involved in this study were approved by the Animal Care and Use Committee at the institute of Hematology & Blood Diseases Hospital.

### Cell culture

All cells were cultured in RPMI-1640 supplemented with 10% fetal bovine serum (FBS) and antibiotics in a humidified atmosphere of 5% CO_2_ at 37 °C. All culture supplies were endotoxin free.

### Mouse model

The Notch 1-induced T-ALL model was described previously [28]. Briefly, c-kit^+^ cells enriched from the Bone marrow (BM) of C57BL/6J mice were infected with retrovirus carrying intracellular domain of *Notch1* (ICN1), MSCV-ICN1-IRES-GFP, and transplanted into lethally irradiated C57BL/6J recipients, all of which would develop T-ALL. Then, GFP^+^ leukemia cells were sorted and transplanted into C57BL/6J or C57B6.SJL mice (1 × 10^6^ cells/mouse) without irradiation. The mice were sacrificed by carbon dioxide asphyxiation at the indicated time points. All procedures for animal experiments were approved by the Animal Care and Use Committees at the Institution.

### Isolation of CD11c^+^MHCII^lo^ cells

Mice were sacrificed and the spleen cells were harvested as single-cell suspensions in PBS with EDTA and filtered through graded nylon filters. After removal of red blood cells by ammonium chloride lysing buffer, cell suspension was subjected to FACS for analysis. For isolation of CD11c^+^MHCII^lo^ cells, CD11c^+^ cells were first enriched with microbeads (Miltenyi Biotec, Bergisch Gladbach, Germany) and CD11c^+^MHCII^lo^ cells were finally sorted by FACS. We abbreviated CD11c^+^MHCII^lo^ cells, mature cDCs sorted from healthy and leukemia mice as T-DCs, N-mDCs and T-mDCs, respectively (day 15).

### Flow cytometric analysis, cell sorting

The BD FACS Canto II, LSR II and Fortessa flow cytometers (BD Biosciences, San Jose, CA) were used for FACS analysis. The FACS Aria III (BD Biosciences, San Jose, CA) was used for cell sorting. Standard protocols were followed for both FACS analysis and sorting. Flowjo software (version 10.8.1) was used for data analysis. The antibody information is provided in the Supplementary Table S1.

### Phagocytosis assay

Latex bead uptake experiments were used to measure the phagocytosis of DCs. DCs sorted from the spleens of normal and leukemic mice on day 15 were incubated with FITC-labeled 2-μm latex beads (Sigma-Aldrich) for 20 min at 37 °C before FACS analysis.

### T-cell proliferation assay

The experiments were performed as previously described [29]. The naïve T cells were obtained from C57BL/6J mice in DC and autologous T cell co-culture assays or from BALB/C mice in allogeneic mixed lymphocyte reaction (MLR) assays. Then, 1 × 10^5^ CFSE (2.5 μM; Thermo Fisher Scientific)-labeled CD4^+^CD44^-^CD62L^+^ naïve T cells were co-cultured with 5 × 10^4^ N-mDCs, T-DCs and T-mDCs in a 96-well plate in the presence of (4 × 10^5^ Beads/mL, 4.5μm Dynabeads Mouse T-Activator CD3/28, GIBCO) and T-cell survival factors IL-2 and IL-7 (100 ng/ml, Pepro Tech, Rocky Hill, NJ, USA) for 5 days, respectively. T cell proliferation and activation were measured by FACS as the CFSE fluorescence intensity attenuation. In in vitro DC-mediated antigen-specific T-cell proliferation assays, 5 × 10^4^ N-mDCs, T-DCs and T-mDCs were loaded with OVA_323-339_ (100 μg/ml, Sigma-Aldrich) overnight before coculture. Then 1 × 10^5^ Far Red (1 μM, Thermo Fisher Scientific)-labeled CD4^+^CD44^-^CD62L^+^ naïve T cells from OT-II mice were co-cultured with N-mDCs, T-DCs and T-mDCs, respectively in a 96-well plate for 5 days. DC-mediated antigen-specific naïve T-cell proliferation was measured by FACS as the Far Red fluorescence intensity attenuation.

### Identification of the precursors of T-DCs

For in vivo differentiation analysis, 1 × 10^4^ monocyte and DC progenitor cells (MDPs), common dendritic cell progenitors (CDPs), dendritic cell precursors (Pre-DCs), monocytes, cDCs and pDCs were sorted from CD45.2^+^ mice and intravenously injected into CD45.1^+^ recipients suffering T-ALL (day 11). Spleen cells of the recipients were collected on day 15 and the existence of CD45.2^+^ cells in the T-DCs population were analyzed by FACS.

### In vivo functional analysis of T-DCs

1 × 10^4^ T-ALL cells were intravenously injected alone or with 1 × 10^4^ T-DCs into recipient mice. PB GFP^+^ cell levels were monitored on days 14, 18 and 22. Mice were sacrificed and GFP^+^ cell levels in BM and spleen were analyzed on day 20. Tissues were collected and standard pathologic analysis was performed.

### cDNA synthesis and quantitative reverse-transcription PCR

Total RNA was isolated using RNeasy Mini Kit (Qiagen). cDNA was synthesized using Transcript All-in-one First-Strand cDNA Synthesis SuperMix (TransGen Biotech, China) following the manufacturer’s protocols. SYBR Green Kit (TaKaRa, China) was used for qRT-PCR experiments, which were performed on QuantStudio 5 (Thermo Fisher Scientific, USA). The expression levels of target genes were analyzed by the relative quantity (RQ) value calculated using the _ΔΔ_Ct method [_ΔΔ_Ct= (Ct_TARGET_-Ct_GAPDH_) _sample_- (Ct_TARGET_-Ct_GAPDH_) _calibrator_]. The sequences for all primers are shown in Supplementary Table S2.

### RNA sequencing (RNA-seq) and data analysis

RNA-seq was carried out by the Novogene CO., Ltd. (Beijing, China) following standard protocols. The RNA-seq data are available in the National Center for Biotechnology Information Gene Expression Omnibus database under accession number GSE285239.

### Single cell RNA sequencing

T-DCs were sorted from leukemia mice. Cell viability was examined by an TC10 automated cell counter (Bio-Rad). The cell suspension was loaded into Chromium microfluidic chips with v3 chemistry and barcoded with a 10× Chromium Controller (10× Genomics). RNA from the barcoded cells was subsequently reverse-transcribed and sequencing libraries were constructed with reagents from a Chromium Single Cell 3’ v3 reagent kit (10× Genomics) according to the manufacturer’s instructions. Sequencing was performed using Illumina HiSeq 2000 according to the manufacturer’s instructions. The scRNA-seq data reported in this paper have been deposited in the OMIX, China National Center for Bioinformation/Beijing Institute of Genomics, Chinese Academy of Sciences (https://ngdc.cncb.ac.cn/omix: accession no. OMIX008392).

### scRNA-seq-based data analysis

The scRNA-seq data was analyzed as previously described [30]. The quality of raw reads was detected with FastQC, and low-quality reads, adapter sequences, reads that below the 26 bases long and could not form pairs were removed through Trimmomatic software. Cell Ranger software (version 3.1.0, 10× Genomics) was used to perform alignment, filtering, barcode counting and UMI counting. Chromium cellular barcodes were used to generate feature barcode matrices, determine clusters, and perform gene expression analysis. Secondary analysis of gene expression was performed with the filtered gene-barcode matrix using the Seurat [31]. Genes with expression in fewer than 3 cells and cells that had less than 200 expressed genes were excluded. For clustering, highly variable genes were selected and the principal components based on those genes used to build a graph, which was segmented with a resolution of 0.6. Gene Ontology (GO) enrichment analysis of marker genes was implemented by the R package. GO terms with corrected *P* value less than 0.05 and the log fold change more than 0.25 were considered significantly enriched by marker gene. The *t*-distributed stochastic neighbor embedding (t-SNE) was used to visualize the clusters. The scaled expression levels of markers across different clusters were displayed in a heatmap. The connectivity map (CMap) analysis was conducted to explore the subgroup of T-DCs using R programming. The differentially expressed genes (DEGs) among T-DC Cluster 1–6 subpopulations were identified using the following selection criteria: *P*-value less than 0.05 for statistical significance and log fold change more than 0.25 to ensure biologically relevant expression differences. Connectivity score was performed as described by Schlitzer et al. [32], demonstrating the association between 6 subpopulations and the corresponding gene set, which included cDC1, cDC2, macrophages, and other related immune cell types [33–38] (Supplementary Table S4). Connectivity scores were plotted to compare lineage-specific enrichment across different subsets using ggplot2 (version 3.5.1).

### Statistical analysis

Results are shown as means ± SEM. GraphPad Prism 9.4.1 (GraphPad Software, CA) was used for data analysis. An unpaired Student’s *t* test (for two-group comparisons) or a one-way ANOVA (for more than two-group comparisons) was performed by GraphPad Prism to calculate the statistical significance. Survival time was compared by Kaplan–Meier analysis. *p* < 0.05 were considered significant. All experiments were repeated two to three times. All analyses were performed in R (version 4.4.2) with reproducible workflows.

## Results

### Identification of a new cDC population in T-ALL microenvironment

To study the role of DCs during the progression of T-ALL, the non-irradiated mouse T-ALL model was established as previously described (Supplementary Fig. S1A) [28]. The percentage of GFP^+^ leukemia cells in peripheral blood (PB) and spleen was detected to monitor leukemia progression (Supplementary Fig. S1B, C). Based on the level of leukemia cells in spleen, days 7, 11 and 15 were suggested as typical time points for early, middle and late stages of leukemia, respectively. Splenomegaly was observed, especially at late stage (Supplementary Fig. S1D). cDCs in the leukemia microenvironment were studied by using typical markers, MHCII and CD11c. Interestingly, besides the existence of CD11c^+^MHCII^+^ cDCs, accumulation of CD11c^+^MHCII^lo^ population was detected during leukemia progression (Fig. 1A, B, Supplementary Fig. S1E). Furthermore, this population were also detected when T, B and NK cells were excluded by using markers of CD3, CD19 and NK1.1 (Fig. 1C, D). Due to their expression of CD11c, these cells should be myeloid cells, and might be a cDC subpopulation. Therefore, different precursors sorted from CD45.2 mice, including MDPs, CDPs, Pre-DCs, monocytes, cDCs and pDCs, were intravenously transplanted into CD45.1 mice at the middle stage of leukemia (Fig. 1E, Supplementary Fig. S1F, G). Four days later, CD45.2 cells were analyzed in the CD11c^+^MHCII^lo^ population. The results showed that CD45.2 cells were detected in the MDP, CDP and Pre-DC groups but not in the monocyte, cDC or pDC group (Fig. 1F). These results indicate that this population can differentiate from DC precursors, suggesting that they should be a cDC subpopulation. We abbreviated this population, mature cDCs from healthy and leukemia mice as T-DCs, N-mDCs and T-mDCs, respectively. To further classify this population, cDC1 and cDC2 were analyzed in the above three populations. T-DCs consisted of both cDC1 and cDC2, but the majority was cDC1, which was significantly different from N-mDCs or T-mDCs (Fig. 1G, H). Furthermore, T-DCs did not express Siglec H, a marker of pDC (Supplementary Fig. S1H). Collectively, these results demonstrate that the specific population from T-ALL microenvironment is consistent with the characteristics of cDCs in terms of origin, markers and subpopulation distribution.

**Fig. 1:**
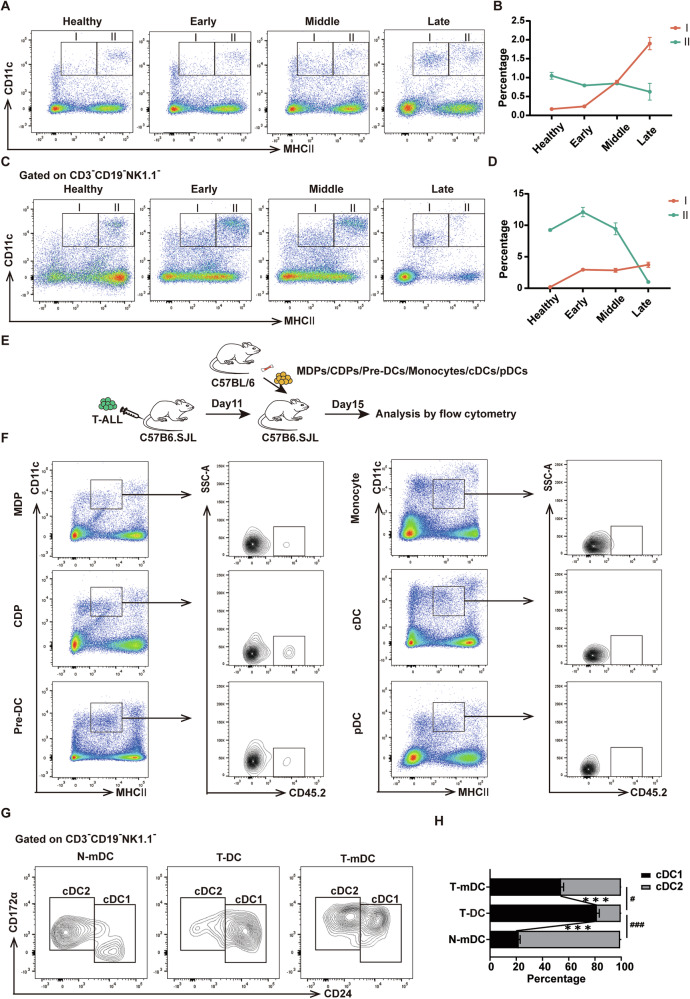
Identification of a new cDC population in T-ALL microenvironment. T-ALL mice were sacrificed at indicated stages of leukemia and mouse spleen samples were analyzed by flow cytometry analysis in the absence (**A**, **B**) or in the presence (**C**, **D**) of CD3, CD19 and NK1.1 antibodies. The representative flow cytometry results (**A**, **C**) show the CD11c^+^MHCII^lo^ (I) and CD11c^+^MHCII^+^ (II) populations and the percentages of them (**B**, **D**) are plotted. (*n* = 3) **E**, **F** 1 × 10^4^ MDPs, CDPs, Pre-DCs, monocytes, cDCs or pDCs from C57BL/6 mice (CD45.2) were transplanted into C57B6.SJL mice (CD45.1) on day 11 after transplantation of T-ALL cells. The spleen samples were analyzed by flow cytometry on day 15 (*n* = 3). The experimental design (**E**) is shown and the representative flow cytometry results (**F**) indicate the presence of CD45.2^+^ cells in the CD11c^+^MHCII^lo^ population. The representative flow cytometry results (**G**) and the percentages (**H**) of cDC1 and cDC2 in N-mDCs, T-DC and T-mDCs are shown. The data are representative of three independent experiments. *p < 0.05, ***p < *0.001*.

### T-DCs exhibit an immature phenotype

To further investigate the phenotype of T-DCs, the expressions of CD115, CD11b and F4/80, which were expressed on the surface of myeloid cells, were examined. T-DCs expressed lower levels of CD115, CD11b and F4/80 than N-mDCs or T-mDCs (Fig. 2A). Furthermore, the expressions of CD80, CD86, CD83 and CD40, which were the antigen presenting cell (APC) specific co-stimulatory molecules relevant to the activation and maturation of DCs, were also detected. T-DCs expressed lower levels of CD86, CD83 and CD40 than T-mDCs (Fig. 2B). Moreover, T-DCs expressed higher level of PD-1, an immunosuppressive marker, than N-mDCs or T-mDCs (Fig. 2B). In addition, T-DCs expressed lower level of MHCII, an important marker of mature DCs, than N-mDCs or T-mDCs (Fig. 1A–D). Finally, sorted T-DCs were cultured with either GM-CSF alone or GM-CSF plus TNF-α and IL-1β, the typical DC maturation inducers, in the in vitro induction experiments. The increased proportion of MHC II^+^ cells as well as the up-regulated expressions of CD80, CD86, CD83 and CD40 were detected (Fig. 2C–E). These results suggest that T-DCs exert an immature phenotype.

**Fig. 2:**
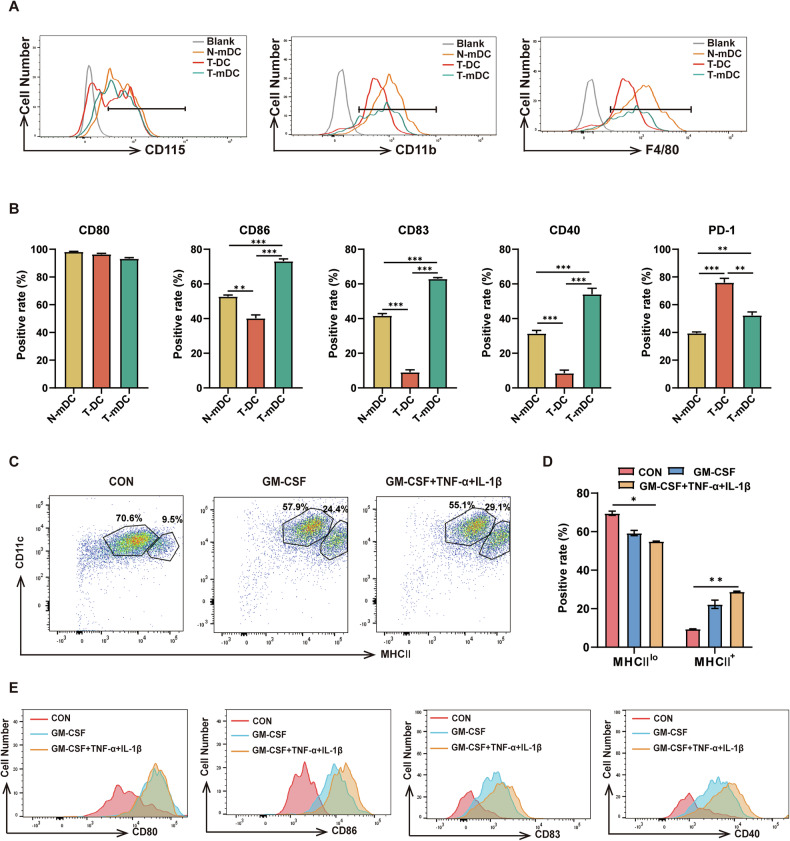
T-DCs exhibit an immature phenotype. **A** The expressions of CD115 (left), CD11b (medium) and F4/80 (right) in N-mDCs, T-DC and T-mDCs were assessed by flow cytometry. **B** The expressions of CD80, CD86, CD83, CD40 and PD-1 in N-mDCs, T-DC and T-mDCs were assessed by flow cytometry and the positive rates are plotted. **C**–**E** T-DCs were isolated and cultured in the absence (CON) or in the presence of maturation inducer (GM-CSF, GM-CSF + TNF-α + IL-1β) for 3 days. The representative flow cytometry results (**C**) are shown and the positive rates (**D**) of MHCII^lo^ and MHCII^+^ cell subsets are plotted. The expressions of CD80, CD86, CD83 and CD40 in MHCII^+^ cell subsets after induction were analyzed by flow cytometry (**E**). The data are representative of three independent experiments. *p < *0.05*, **p < 0.01, ***p < *0.001*.

### ALL patients with lower level of DC maturation-associated genes have worse prognosis

To explore the clinical significance of immature DC in human ALL, a DC maturation-associated gene set, including CCL19, CCL21, CCR7, CD209, CD40, CD80, CD83, CD86, HLA-DMB, HLA-DRA1, HLA-DRB1, HLA-DQB1 and RELB, was defined based on the reports [39–43] (Supplementary Table S3). The expression levels of these genes and survival data were extracted from the open clinical database TARGET. Survival analysis revealed that ALL patients in the low score group had a worse prognosis than the high score group (*p* < 0.05) (Fig. 3A). To further delineate the contribution of individual gene within the maturation gene set, separate analyses were performed. ALL patients in the low score group of CD83, HLA-DMB, HLA-DQB1, HLA-DRA1 or HLA-DRB1 had a worse prognosis than the respective high score group (Fig. 3B–F). It’s worth noting that these genes are involved in antigen presentation and immune activation, suggesting the potential role of immature DC on the progression of ALL.

**Fig. 3:**
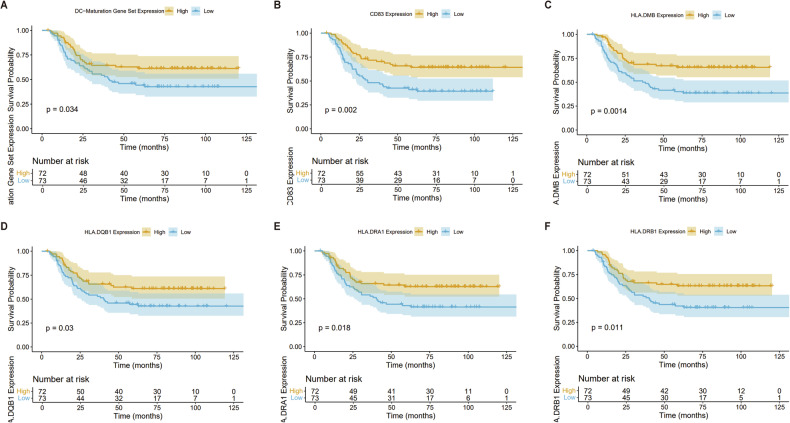
Low expression of mature DC-related genes correlates with poor prognosis in human ALL. The data of ALL patients from TARGET datasets (https://ocg.cancer.gov/programs/target) were analyzed (*n* = 145). **A** The survival of ALL patients is shown based on the expressions of genes within DC maturation-associated gene set. The survival of ALL patients is shown based on their expression of CD83 (**B**), HLA-DMB (**C**), HLA-DQB1 (**D**), HLA-DRA (**E**), and HLA-DRB1 (**F**) by Kaplan–Meier analysis.

### T-DCs have pro-leukemic effects

To study their role on the progression of leukemia and the possible mechanisms, T-DCs were transplanted with leukemia cells (Fig. 4A). Although there was no significant difference in survival time between the two groups (Supplementary Fig. S2A), the leukemia cell levels in PB, BM and spleen of mice transplanted with T-DCs and leukemia cells were significantly higher than the control mice since day 14 after transplantation (Fig. 4B, C). More severe splenomegaly was detected in the T-DCs group than the control group on day 18 (Fig. 4D, E). Pathologic analysis further demonstrated that more infiltrating leukemia cells were detected in the spleen, liver and kidney in the T-DCs group (Fig. 4F). These results demonstrate that T-DCs promote the progression of leukemia.

**Fig. 4:**
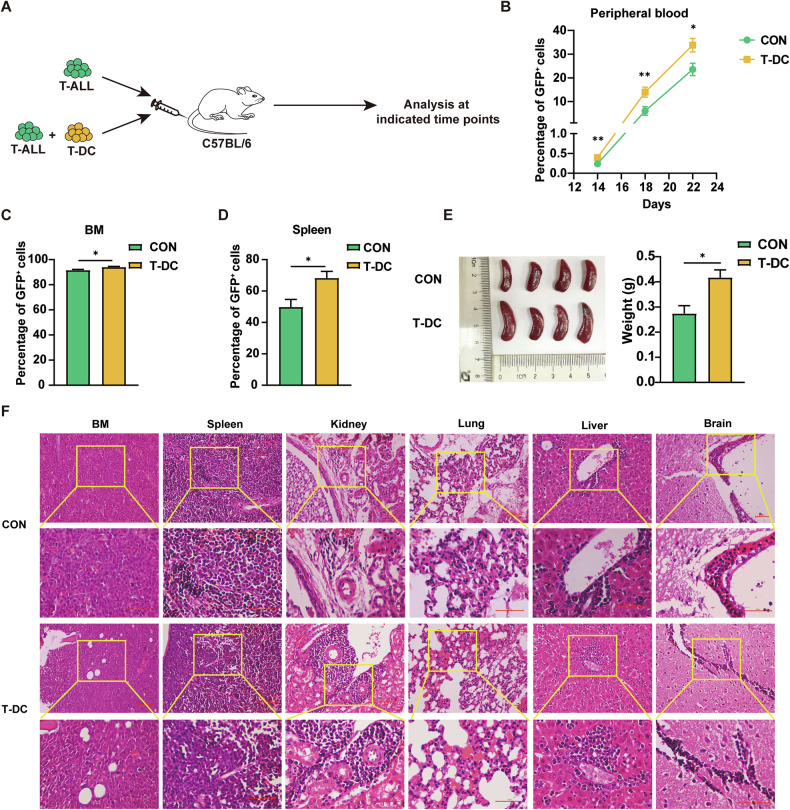
T-DCs have pro-leukemic effects. T-ALL cells were transplanted to recipient mice without (CON) or with sorted T-DCs and the disease progression was monitored. **A** The experimental design is shown. **B** The dynamic distribution of leukemia cells in peripheral blood is shown (*n* = 4). **C**–**F** The leukemia mice were sacrificed on day 18 and the percentage of leukemia cells in the BM and spleen is shown (**C**). The size (**D**) and weight (**E**) of the spleens are shown (*n* = 4). The HE-stained sections of BM, spleen, kidney, lung, liver and brain were detected under a light microscope (**F**). Scale bar, 100 μm. *p < *0.05*, **p < *0.01*.

### Gene expression profile of T-DCs

To further investigate the characteristics of T-DCs and their mechanisms in leukemia progression, RNA-seq was carried out for gene expression analysis. 

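RNA was sequenced from 3 samples each of N-mDCs, T-DCs and T-mDCs sorted from mouse spleens. N-mDCs were the mature conventional DCs of normal mice, T-mDCs were those of leukemic mice, and T-DCs were the CD11c+ cells of leukemic mice with low surface MHCII. T-DCs were sorted for low surface MHCII, so the level of MHCII was part of how this group was defined. The authors deposited FPKM values, the reads counted on a gene per kilobase of gene, scaled to a size set for each library, for 54532 genes listed by Ensembl identifier. Of these, 54409 genes are in GENCODE M21 (genome build GRCm38), and 98.1% of them have the same start and end there. The paper's text does not name the aligner, the annotation, the filter or the test used for these samples, and its statistics section names general tests for the whole study. FPKM multiplied by gene length gave whole reads in every sample, to within 5.64e-05 of a read. The reads counted on genes were 15948055, 16315900 and 17845360 in N-mDC samples 1 to 3, 18440913, 16977553 and 15360815 in T-DC samples 1 to 3, and 17559243, 18288160 and 17351223 in T-mDC samples 1 to 3. The library sizes used to scale FPKM ran from 15183712 (T-DC sample 3) to 19326367 (T-mDC sample 2). At these sizes, 1 read on a gene of 1 kilobase was worth between 0.0517 and 0.0659 FPKM.
The 12746 genes with an FPKM of at least 1 in at least 3 of the 9 samples were tested with limma on log2(FPKM + 1), with all samples in a single fit, an empirical Bayes trend and Benjamini-Hochberg adjustment. Differentially expressed genes (DEGs) are those with an adjusted p under 0.05. Because 1 was added to each FPKM, fold changes of genes with low FPKM are understated. In data simulated with the spread of these samples, the test called 23.9% of genes changed 2-fold, 68.7% of genes changed 4-fold and 0.082% of unchanged genes between T-DCs and N-mDCs. T-mDC samples 2 and 3 were much closer to each other than any other samples of a group. Over genes with at least 20 and fewer than 200 reads, their chi-square per gene was 1.80, where counting noise alone gives 1 and the other pairs of samples within a group gave 5.17 or more. Over genes with 2000 or more reads it was 3.75, which is more than counting noise alone. This does not show whether the samples are independent. They were kept as separate samples because the paper gives 3 samples per group.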

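Among N-mDCs, T-DCs and T-mDCs, 2295 of the 12746 tested genes (18.0%) were differentially expressed (limma F-test, n = 3 samples per group). T-DCs expressed higher levels of 778 genes and lower levels of 1318 genes than N-mDCs, and higher levels of 693 genes and lower levels of 1120 genes than T-mDCs. T-mDCs expressed higher levels of 88 genes and lower levels of 194 genes than N-mDCs. The samples of both groups did not overlap in 99.8% of the DEGs between T-DCs and N-mDCs and in 99.7% of those between T-DCs and T-mDCs. Over all tested genes they did not overlap in 32.4% and 34.9%, where chance gives 10% if all samples are independent. Between T-mDCs and N-mDCs, with only 282 DEGs, the share was 35.0%, so it does not set T-DCs apart. T-mDC samples 2 and 3 are too close to each other for the 10% to hold with T-mDCs. The same T-DC samples enter both T-DC comparisons, which alone makes these comparisons alike. T-DCs differed from both groups in the same direction in 1077 genes, of which 713 were lower and 364 higher. In 20 simulations of unchanged groups, 0 genes were DEGs in both comparisons. The adjusted threshold makes that 0 nearly certain, so it is no evidence for the 1077 genes. The simulations drew genes independently with the same spread in every group, unlike these samples. In the simulations, equally long lists of the top-ranked genes of both comparisons shared a mean of 429.9 lower and 225 higher genes, at most 460 and 239. The alternative that moved the count among the groups most was a weight for each sample, estimated from its spread, with which 10755 genes differed. With the mean of T-mDC samples 2 and 3 as 1 sample, an alternative chosen after the data were seen, 1076 genes differed among the groups, and T-DCs expressed higher levels of 85 genes and lower levels of 455 genes than T-mDCs. With the mean of 8 red cell genes as a covariate, also chosen after the data were seen, 732 genes differed among the groups and limma called 0 genes between T-DCs and T-mDCs, where 1705 had an unadjusted p under 0.05.
The T-DC samples were spread more widely than the samples of the other groups. Pearson's r across genes, which are not independent replicates, was 0.836 and 0.808 between T-DC sample 1 and T-DC samples 2 and 3, 0.961 between T-DC samples 2 and 3, and 0.921 between T-DC sample 1 and T-mDC sample 1. The first principal component held 53.4% of the variance and the second held 19.1%. The genes with the largest weights on the first component were the red cell genes Hbb-bt, Hba-a1, Hbb-bs and Slc4a1. Without T-DC sample 1, 5374 genes differed among the groups. T-DC samples 2 and 3, which remain in that fit, held 3.82% and 3.00% hemoglobin reads, against 0.0422% in T-DC sample 1. The larger count cannot be told apart from an effect of red cell RNA.
The genes with the largest decreases in T-DCs, among DEGs whose samples did not overlap, were Nr4a3, Apol7c, Ccr7, Mir212 and Grasp against N-mDCs, and Fscn1, Ccr7, Ccl5, Cacnb3 and Mreg against T-mDCs. Nr4a3 (chromosome 4, 48045153 to 48086447) was expressed at 139 ± 66.0 FPKM (SD, n = 3) in N-mDCs and 0.707 ± 0.725 FPKM in T-DCs, a log2 fold change of -6.34 (standard error 0.48, limma adjusted p = 0.000456). Fscn1 (chromosome 5, 142960343 to 142973185) was expressed at 366 ± 30.1 FPKM in T-mDCs and 3.21 ± 1.71 FPKM in T-DCs, a log2 fold change of -6.54 (standard error 0.52, limma adjusted p = 0.000955). The genes with the largest increases were Car1, Rhag, Klf1, Tal1 and Ermap against N-mDCs, with log2 fold changes from 6.18 to 4.58, and Hbb-bt, Hba-a1, Hbb-bs, Slc4a1 and Alas2 against T-mDCs, from 8.19 to 6.75. Their levels were set by T-DC samples 2 and 3. Car1 was at 7.74 FPKM in T-DC sample 1, 439 FPKM in sample 2 and 850 FPKM in sample 3, and Hbb-bt was at 68.6, 8485 and 5521 FPKM. The increase of Klf1 against N-mDCs (limma adjusted p = 0.0403) was past the threshold in 9 of 22 alternatives, those of Rhag, Tal1 and Ermap in 10, 8 and 8 of 22, and that of Car1 in 15 of 23. Against T-mDCs, the increases of Hbb-bt, Hba-a1, Hbb-bs, Slc4a1 and Alas2 were past it in 13 to 15 of 23 alternatives.

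**Figure D1:**
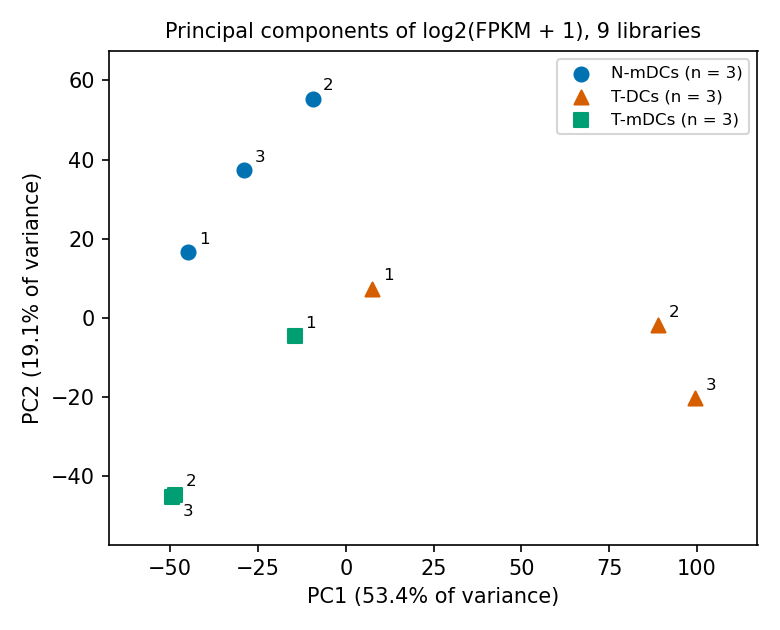
Principal components of log2(FPKM + 1) over the 12746 tested genes, with 1 point per sample and 3 samples per group. T-DC samples 2 and 3 sit at 89.0 and 99.4 on the first component, T-DC sample 1 at 7.56 and the N-mDC and T-mDC samples between -49.5 and -9.48.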

Heat map exhibited significant differences among T-DCs, N-mDCs and T-mDCs (Fig. 5A). 

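GO annotations were not used here, and the DEGs of the T-DCs were compared with the pathways of Reactome, a curated database of reactions and the genes in them. The background was the 4042 tested genes that Reactome holds, and 724 pathways with at least 10 of these genes were tested with a one-sided hypergeometric test and Benjamini-Hochberg adjustment. Of the genes expressed at lower levels in T-DCs than in N-mDCs, 408 were in the background, and 16 pathways were enriched. GPCR ligand binding held 39 of them, where 10.2 were expected (adjusted p = 7.95e-12). Chemokine receptors bind chemokines held 18 among 27 genes, where 2.73 were expected (adjusted p = 3.99e-10), and Adaptive Immune System held 63 among 333, where 33.6 were expected (adjusted p = 1.92e-05). Of the genes expressed at lower levels than in T-mDCs, 364 were in the background and 17 pathways were enriched, with 56 of the 333 genes of Adaptive Immune System (30.0 expected, adjusted p = 2.09e-04). The pathway MHC class II antigen presentation held 12 of its 72 genes in each comparison, where 7.27 and 6.48 were expected, with adjusted p = 0.454 against N-mDCs and 0.4998 against T-mDCs. Class I MHC mediated antigen processing and presentation held 15 of 97 genes against N-mDCs (9.79 expected, adjusted p = 0.479) and 12 of 97 against T-mDCs (8.74 expected, adjusted p = 1). Among genes expressed at higher levels in T-DCs, 0 pathways were enriched against N-mDCs, with 254 genes in the background, and 14 against T-mDCs, with 242 genes. The test treats genes as independent of each other, which they are not.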

Genome-wide GO analysis showed that DEGs in T-DCs versus N-mDCs or T-mDCs were enriched in annotations “antigen processing and presentation”, “regulation of immune effector process”, “positive regulation of adaptive immune response” and “antigen processing and presentation peptide antigen” (Fig. 5B). Specifically, antigen processing and presentation associated genes and maturation-related genes were selected and presented in heat maps, showing that T-DCs expressed significantly lower levels of those genes than N-mDCs or T-mDCs (Fig. 5C, D). 

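Lists of genes for MHCII presentation, MHC class I presentation and DC maturation were fixed before the values were seen. All 12 genes of the MHCII list were expressed at lower levels in T-DCs than in N-mDCs, with 10 DEGs over all tested genes and 11 adjusted over the list alone, and a median log2 fold change of -3.90. Against T-mDCs, 11 were lower, all of them DEGs by either adjustment, with a median of -3.24. Ctss, which encodes a protease of this pathway, passed the threshold in neither comparison (log2 fold change -0.21 and 0.35, limma adjusted p = 0.713 and 0.549). Cd74 (ENSMUSG00000024610, chromosome 18, 60803848 to 60812646), the invariant chain, was expressed at 11083 ± 2318 FPKM (SD, n = 3) in N-mDCs, 769 ± 413 FPKM in T-DCs and 7570 ± 1217 FPKM in T-mDCs, a log2 fold change of -4.01 against N-mDCs (standard error 0.44, limma adjusted p = 0.00137) and -3.46 against T-mDCs (standard error 0.44, limma adjusted p = 0.00256). Ciita (ENSMUSG00000022504, chromosome 16, 10480059 to 10528418), the transactivator of MHCII genes, was at 57.7 ± 16.5 FPKM in N-mDCs, 5.48 ± 2.79 FPKM in T-DCs and 64.9 ± 19.5 FPKM in T-mDCs, with log2 fold changes of -3.25 (limma adjusted p = 0.00179) and -3.40 (limma adjusted p = 0.00197). H2-Eb1, the MHCII gene of the list that fell most, had log2 fold changes of -4.62 and -3.92. Each T-DC sample was below each sample of both other groups for these 3 genes. The differences of Cd74, Ciita and H2-Eb1 from N-mDCs stayed past the threshold in 23 of 23 alternatives, and those from T-mDCs in 22 of 23, the exception being the mean of red cell genes as a covariate.
The 21 genes of the MHC class I list had smaller differences. Against N-mDCs, 20 were lower and 11 were DEGs over all tested genes (14 lower and 1 higher adjusted over the list alone), with a median log2 fold change of -0.88. Against T-mDCs, 18 were lower and 10 were DEGs (13 adjusted over the list alone), with a median of -0.78. Of these DEGs, H2-Q6, Psmb8, Psmb9, Psme1, Psme2, Nlrc5 and Tapbpl lost the threshold without T-mDC sample 2 or 3. They also lost it with the mean of these samples as 1 sample, and Tap1 kept it in all of these fits. Psme2 had the largest decrease against N-mDCs, with a log2 fold change of -1.65 (limma adjusted p = 0.00606, lower in 3 of 3 samples), and B2m did not pass the threshold (-0.10, limma adjusted p = 0.753). The maturation list held 14 mouse counterparts of the genes of Table S3, with both H2-DMb1 and H2-DMb2 for HLA-DMB. Of these, 11 passed the filter, Ccl19 and Ccl21a did not, and H2-Ea was not among the listed genes. All 11 were lower in both comparisons, with 10 DEGs over all tested genes and 11 adjusted over the list alone in each, and medians of -4.23 and -3.26. This list shares genes with the MHCII list, and the 7 maturation genes outside it had medians of -3.20 and -3.09. Ccr7 (chromosome 11, 99144196 to 99155077) was at 580 ± 286 FPKM in N-mDCs, 11.9 ± 11.7 FPKM in T-DCs and 787 ± 215 FPKM in T-mDCs, with log2 fold changes of -5.90 (standard error 0.76, limma adjusted p = 0.00220) and -6.43 (limma adjusted p = 0.00197). Cd83 and Cd40 had log2 fold changes of -4.71 and -3.03 against N-mDCs and -3.09 and -3.26 against T-mDCs. Cd86 was lower in all T-DC samples without passing the threshold (-1.34 and -1.35, limma adjusted p = 0.0762 and 0.0841), and without T-DC sample 1 it passed, with log2 fold changes of -1.96 and -1.97. All 27 genes labelled in Fig. 5C were lower in both comparisons, with 21 and 25 DEGs, and so were all 7 genes labelled in Fig. 5D, with 6 DEGs in each. The paper states that the genes of these heat maps were selected, so these counts are not taken as independent evidence.
Tested as sets with limma's camera at a preset correlation of 0.01 between genes, the MHCII list gave adjusted p = 1.22e-10 against N-mDCs and 3.52e-10 against T-mDCs, the MHC class I list 2.63e-06 and 5.30e-06, and the maturation list 4.89e-11 in both. These calls held under fry, a rotation test of limma, with adjusted p from 0.00204 to 0.00722, and did not hold with a correlation estimated from the samples, with which adjusted p was 0.311 or 0.313. Over 25 lists and both comparisons, camera passed 31 of 50 tests, fry 23 and the estimated correlation 0. Random regroupings of the 9 samples passed a median of 21 of the 50 tests under camera, and 6 of 100 groupings, the real one included, passed as many as 31. From the heat maps of these genes, the paper concludes that T-DCs expressed lower levels of antigen presentation and maturation genes than N-mDCs or T-mDCs (Fig. 5C, D).

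**Figure D2:**
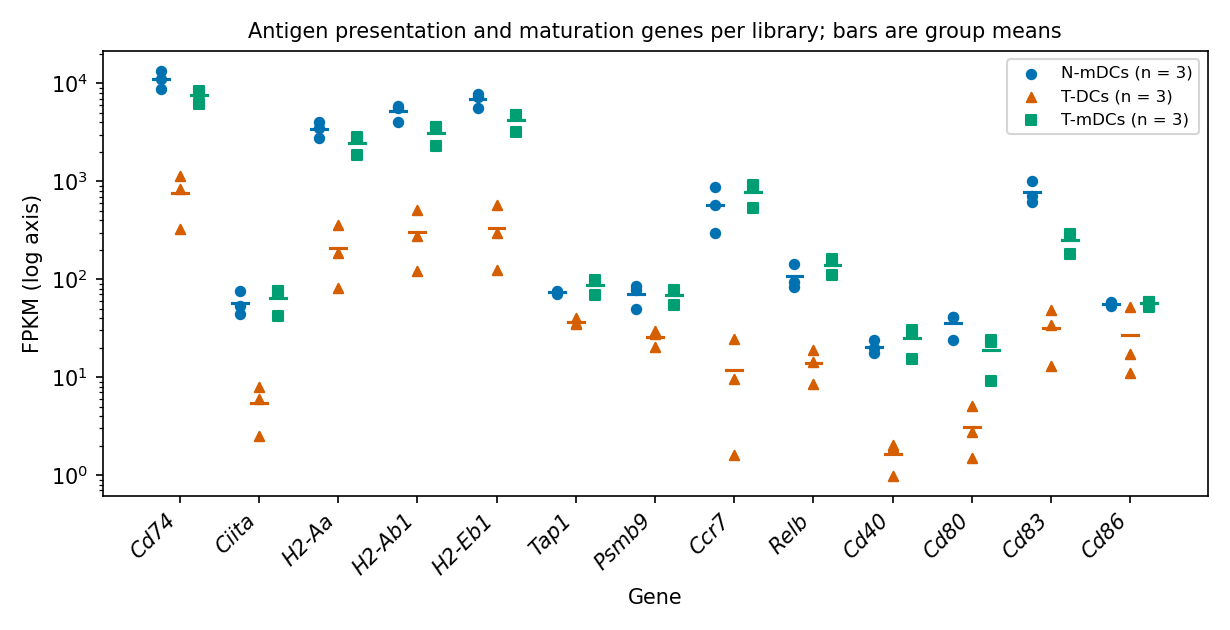
FPKM on a log axis of 13 antigen presentation and maturation genes, with 1 point per sample and a bar at the arithmetic mean of the 3 samples of each group. The T-DC samples lie below the samples of N-mDCs and T-mDCs, with means of 769 FPKM for Cd74 and 11.9 FPKM for Ccr7.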

Regulatory DC (DCreg) has been proposed in the literature. We analyzed the expression pattern of a set of DCreg signature genes proposed by Robertson et al. [44] among T-DCs, N-mDCs and T-mDCs. 

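Fig. 5E labels 17 genes as raised and 24 as lowered in the DCregs of Robertson et al. All 17 raised genes passed the filter. Against N-mDCs, 13 of them were higher in T-DCs, 4 of these DEGs, and 4 were lower, with Nod2 a DEG. Against T-mDCs, 15 were higher, 6 of these DEGs (Acsl1, C5ar1, Cd14, Ms4a4a, Smpdl3a and Tspan14), and 2 were lower. All 6 DEGs lost the threshold without T-mDC sample 2 or 3, and with the mean of these samples as 1 sample. Acsl1 (chromosome 8, 46471037 to 46536051) was expressed at 4.15 ± 0.522 FPKM (SD, n = 3) in N-mDCs, 16.6 ± 7.63 FPKM in T-DCs and 5.19 ± 0.114 FPKM in T-mDCs, with log2 fold changes of 1.68 (standard error 0.30, limma adjusted p = 0.00923) and 1.40 (limma adjusted p = 0.0204). Ms4a4a (chromosome 19, 11375523 to 11392790) was at 12.6 ± 9.44, 203 ± 91.3 and 29.8 ± 37.5 FPKM in N-mDCs, T-DCs and T-mDCs, with log2 fold changes of 4.01 (limma adjusted p = 0.0148) and 3.38 (limma adjusted p = 0.0303). Against N-mDCs, Ms4a4a lost the threshold without N-mDC sample 1 or 2. Against T-mDCs, both genes lost it without T-DC sample 2 or 3 and without T-mDC sample 2 or 3. Gk was higher than in N-mDCs (2.15, limma adjusted p = 0.00330) and did not pass the threshold against T-mDCs (-0.12, limma adjusted p = 0.821). Cd14 was higher than in T-mDCs (2.12, limma adjusted p = 0.0371), a call kept in 12 of 23 alternatives, and lower than in all N-mDC samples without passing the threshold (-1.45, limma adjusted p = 0.101). Nod2 was lower than in N-mDCs (-1.67, limma adjusted p = 0.0133, lost without N-mDC sample 1 or 3).
Of the 24 lowered genes, 18 passed the filter. Against N-mDCs, 16 of them were lower in T-DCs, and Bcar3, Galnt12, Irf4, Mmp12, Rgs18 and Trim36 were DEGs. Bcar3 lost the threshold without any of the N-mDC samples or without T-DC sample 3, Galnt12 without N-mDC sample 1, and Trim36 without N-mDC sample 3 or T-DC sample 2 or 3. The other 2 were higher, with Vcl a DEG (2.15 ± 1.29 FPKM in N-mDCs and 7.32 ± 0.792 FPKM in T-DCs, limma adjusted p = 0.0162, lost without T-DC sample 2 or 3). Against T-mDCs, 10 were lower, 5 of these DEGs (Galnt12, Irf4, Mmp12, Rgs18 and Trim36), and 8 were higher. All 5 DEGs lost the threshold without T-mDC sample 2 or 3, and with the mean of these samples as 1 sample. Irf4 had log2 fold changes of -3.20 against N-mDCs and -1.63 against T-mDCs, the latter lost without T-DC sample 3 and without T-mDC sample 2 or 3. Mmp12 fell from 9.65 ± 2.81 FPKM in N-mDCs to 0.113 ± 0.0772 FPKM in T-DCs, a log2 fold change of -3.23 (limma adjusted p = 3.89e-04).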

T-DCs show similar expression pattern with DCregs in many genes (Fig. 5E). Different signature genes of DCregs were also suggested [45–47]. However, the analysis showed that T-DCs exhibited opposite expression pattern with DCregs in many genes (Supplementary Fig S3A). 

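Supplementary Fig. S3A labels 40 genes as raised and 14 as lowered in DCregs. Of the 36 raised genes that passed the filter, 31 were lower in T-DCs than in N-mDCs, 17 of these DEGs, and 5 were higher, with 0 DEGs in the limma fit over all tested genes. Against T-mDCs, 31 were lower, 21 of these DEGs, and 5 were higher, with Eno3 a DEG (1.30, limma adjusted p = 0.0322, a call kept in 13 of 23 alternatives). Their median log2 fold change was -1.26 against N-mDCs and -1.36 against T-mDCs. Ccl5 (chromosome 11, 83525778 to 83530518) fell from 319 ± 135 FPKM (SD, n = 3) in N-mDCs and 530 ± 124 FPKM in T-mDCs to 8.87 ± 6.18 FPKM in T-DCs, with log2 fold changes of -5.11 (standard error 0.45, limma adjusted p = 6.29e-04) and -5.89 (limma adjusted p = 9.55e-04). Il12b was lower than in T-mDCs (-4.29, limma adjusted p = 0.00455) and its difference from N-mDCs did not pass the threshold (-2.10, limma adjusted p = 0.0571).
Of the 13 lowered genes that passed the filter, 8 were lower and 5 higher in T-DCs in each comparison. Against N-mDCs, 5 of the lower genes were DEGs and Socs3 was higher (1.34, limma adjusted p = 0.0435, a call kept in 9 of 23 alternatives). Against T-mDCs, 3 of the lower genes were DEGs and Itgb3 was higher (1.65, limma adjusted p = 0.0297, a call kept in 15 of 23 alternatives).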

The up-regulated genes in Fig. 5E were further verified by qRT-PCR (Fig. 5F). The characteristic genes in Supplementary Fig S3A (Arg1, Cd274, Ido1, Ido2, Il-10, Nos2 and Pdcd1lg2) were also validated by qRT-PCR. It’s worth noting that T-DCs expressed much higher level of Il-10, the well-documented immunosuppressive molecule (Fig. 5G). 

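The 8 DCreg genes chosen for qRT-PCR (Acsl1, Brd8, Cebpb, C5ar1, Nrip1, Smpdl3a, St3gal1 and Tspan14) were all higher in T-DCs than in both other groups by RNA-seq. Their median log2 fold change was 1.07 against N-mDCs, with Acsl1 and St3gal1 as DEGs over all tested genes and 3 genes adjusted over the list alone. Against T-mDCs it was 1.30, with Acsl1, C5ar1, Smpdl3a and Tspan14 as DEGs and 6 genes adjusted over the list alone. The paper describes these genes as the up-regulated ones of Fig. 5E, so the counts adjusted over the list alone and the set tests are not taken as independent evidence. As a set they gave adjusted p = 0.00439 and 0.00119 with camera, 0.00722 and 0.00506 with fry, and 0.311 in both comparisons with an estimated correlation. C5ar1 was at 7.41 ± 4.13 FPKM (SD, n = 3) in N-mDCs, 21.6 ± 8.02 FPKM in T-DCs and 2.52 ± 3.78 FPKM in T-mDCs, with log2 fold changes of 1.48 (limma adjusted p = 0.158) and 3.17 (limma adjusted p = 0.0196). The call of C5ar1 against T-mDCs was kept in 16 of 23 alternatives, and those of Smpdl3a and Tspan14 against T-mDCs in 10 of 23. The call of St3gal1 against N-mDCs was kept in 8 of 23.
Of the 7 genes Arg1, Cd274, Ido1, Ido2, Il10, Nos2 and Pdcd1lg2, Arg1, Ido2 and Nos2 were under the filter. The remaining 4 had a median log2 fold change of -0.07 and a mean of 0.15 against N-mDCs (camera adjusted p = 0.860), and a median of -0.77 against T-mDCs (camera adjusted p = 0.235). Il10 (chromosome 1, 131019845 to 131024974) was expressed at 9.01 ± 3.71 FPKM (SD, n = 3) in N-mDCs, 27.6 ± 12.8 FPKM in T-DCs and 9.51 ± 11.4 FPKM in T-mDCs. All T-DC samples were above all N-mDC samples, and the differences did not pass the threshold (log2 fold change 1.48 and 1.90, limma adjusted p = 0.165 and 0.107). The differences of Il10 passed it without T-mDC sample 1 and with array weights. Adjusted over the list alone, Il10 was higher and 2 genes were lower than in T-mDCs, and 0 genes passed against N-mDCs. Ido1 was lower than in T-mDCs (-1.36, limma adjusted p = 0.00499) at FPKM of 1.75 ± 0.295 in T-mDCs and 0.0646 ± 0.0500 in T-DCs. Cd274 (-0.74 and -1.13, limma adjusted p = 0.252 and 0.119) and Pdcd1lg2 (0.37 and -0.40, limma adjusted p = 0.539 and 0.535) did not pass the threshold.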

Taken together, these results demonstrate that T-DCs have similar gene expression pattern with DCregs and might play immunosuppressive roles in T-ALL.

**Fig. 5:**
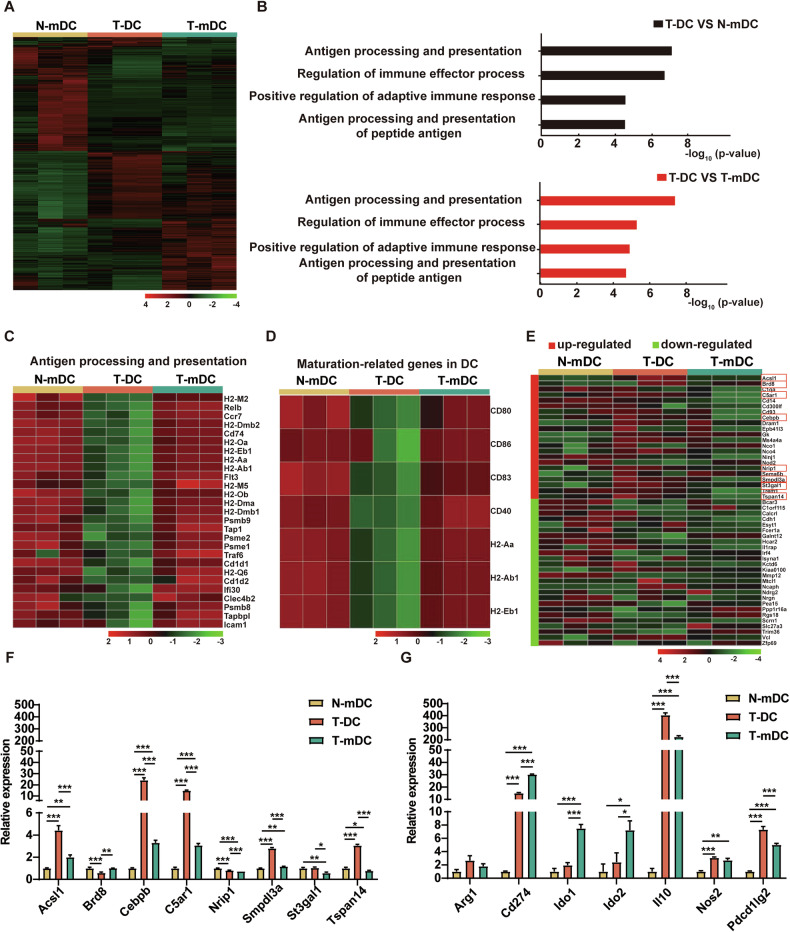
Gene expression profile of T-DCs. N-mDCs, T-DCs and T-mDCs subpopulations were sorted from normal or leukemia mice and RNA-seq analysis was performed. **A** Heat map shows gene expression profiles of N-mDCs, T-DCs and T-mDCs subpopulations (*n* = 3). **B** DEGs of T-DCs vs. N-mDCs and T-DCs vs. T-mDCs were analyzed by GO enrichment. **C** Heat map shows the expression levels of genes from the annotation “Antigen processing and presentation” in N-mDCs, T-DCs and T-mDCs subpopulations. **D** Heat map shows the expression levels of genes from DC maturation-associated genes in N-mDCs, T-DCs and T-mDCs. **E** Heat map shows the expression levels of regulatory DCs signature genes in N-mDCs, T-DCs and T-mDCs. **F**, **G** The expression of selected genes from various database was verified by qRT-PCR. Data are presented as mean ± S.E.M. Unpaired Student’s *t* test, one-way ANOVA tests were used. *p < *0.05*, **p < 0.01, ***p < *0.001*.

### T-DCs have attenuated phagocytotic and antigen-presentation potential

Phagocytosis and antigen presentation are two important functions of DCs. As T-DCs express lower levels of antigen presentation and immunomodulation-related genes, we further assessed whether T-DCs were functionally affected. To evaluate the phagocytic function, latex beads uptake experiments were performed. T-DCs had comparable phagocytic potential as N-mDCs. By contrast, T-DCs had lower phagocytic potential than T-mDCs since fewer strong positive cells while more weak-positive cells (gated by fluorescence intensity) were detected in T-DCs than T-mDCs (Fig. 6A). The in vitro DC-naïve T cell co-culture systems were used to test the effects of T-DCs on T cell proliferation. First, DCs were co-cultured with autologous naïve CD4^+^ T cells. T-DCs had lower potential to activate T cells than N-mDCs or T-mDCs (Fig. 6B). Second, allogeneic MLR assays demonstrated that T-DCs were less potent to activate T cells than N-mDCs or T-mDCs, since T cells co-cultured with T-DCs had larger proportion of low-proliferating cells (1-3 generations) and smaller proportion of high-proliferating cells ( > 3 generations) (Fig. 6C). Third, a DC-mediated antigen-specific T-cell proliferation assay was conducted to explore their potential of antigen presentation. Compared with N-mDCs or T-mDCs, T-DCs had attenuated ability to promote specific antigen presentation (Fig. 6D). Therefore, T-DCs are less potent to present antigens and activate T cells than N-mDCs or T-mDCs, which are functionally consistent with immature DCs.

**Fig. 6:**
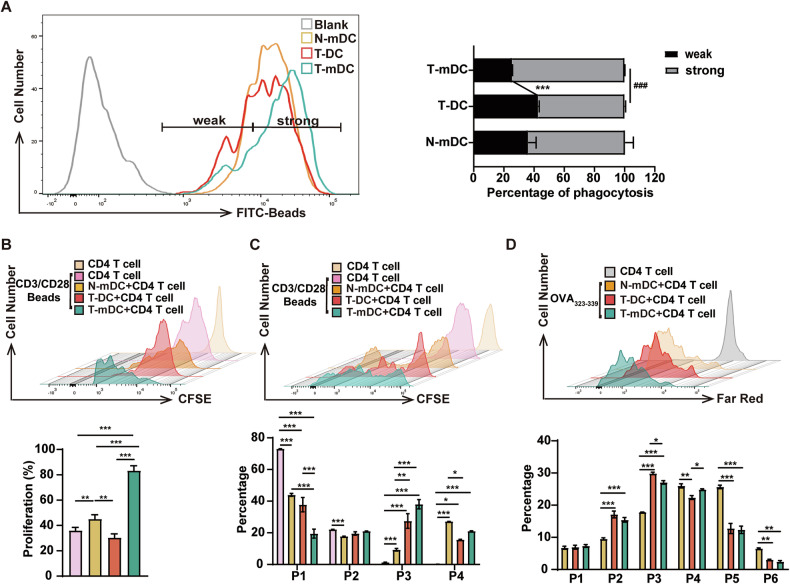
T-DCs have attenuated phagocytotic and antigen-presentation potential. **A** The in vitro phagocytic potential of T-DCs was assessed using latex beads (FITC) uptake experiments. The representative results (left) are shown and the positive rates of weak positive and strong positive (right) are plotted. CFSE-labeled CD4^+^CD44^-^CD62L^+^naïve T cells from either C57BL/6J mice (**B**) or BALB/C (**C**) were co-cultured with N-mDCs, T-DCs and T-mDCs for 5 days. Cell proliferation was assessed by FACS. The representative results (upper) and the percentage of different passages of cells (low) are shown. **D** N-mDCs, T-DCs and T-mDCs were pre-treated with OVA_323-339_ for 1 day and then co-cultured with Far Red-labeled purified OT-II T cells for 5 days. Cell proliferation was assessed by FACS. The representative results (upper) and the percentage of different passages of cells (low) are shown.

### Single-cell analysis reveals the heterogeneity of T-DCs

To further explore the cellular composition and characteristics of T-DCs, scRNA-seq was performed using 10× Genomics technology. A total of 7386 T-DCs passed all quality control filters and were initially analyzed using Cell Ranger. Principal component analysis (PCA) and t-distributed stochastic neighbor embedding (t-SNE) revealed significant transcriptional heterogeneity within the T-DCs population and 6 clusters were identified (Fig. 7A). The pie chart showed that over 97% T-DCs belonged to the clusters 1, 2 and 3, which accounted for 46.31%, 15.98% and 35.53%, respectively (Fig. 7B). To define each cluster, the transcriptomic signature of six cell clusters was scored by Connectivity Map (CMap) analysis using specific signatures of cDC1, cDC2, macrophage, pDC, T cell, and B cell. We compared the transcriptomic signatures of 6 subsets with the CMap scores (scaled dimensionless values) that reflect the extent of similarity between a cell subset and a defined signature gene set. Cluster 1 with the highest score for cDC1 was defined as cDC1, while Cluster 3 with the highest score for cDC2 was defined as cDC2. Cluster 2 had high scores for both cDC2 and macrophage and was classified as macrophage-like DCs (M-DCs). The other three clusters were categorized as pDC, T cell and B cell, respectively (Fig. 7C). The heatmap shows the expression levels of the cluster-specific genes (top 10 genes from each cluster) among the three major cell clusters (Fig. 7D). Meanwhile, the gene expression profiles of three major cell clusters exhibit significantly distinct characteristics. The genes of cDC1 cluster were more enriched in terms related to antigen processing and presentation. Those of cDC2 cluster were more enriched in terms related to regulation of immune response. Those of M-DCs cluster were mainly associated with phagocytosis. As we previously demonstrated that T-DCs had immunosuppressive properties, we further analyzed the expression levels of DCreg-associated immunosuppressive molecules among the three main clusters. The expression levels of Brd8 and Lmo2 were higher in cDC1 or cDC2 than M-DC, whereas the expression levels of Cebpb, Nrip1 and Smpdl3a were higher in M-DC than cDC1 or cDC2 (Fig. 7E). Together, these results demonstrate that T-DCs are heterogeneous population and different cell clusters might exert diverse pathologic roles during leukemia progression.

**Fig. 7:**
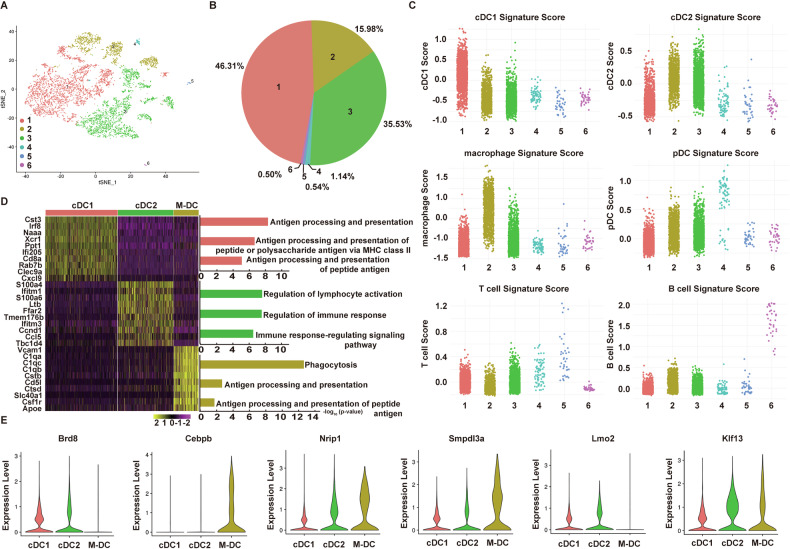
Single-cell analysis reveals the heterogeneity of T-DCs. **A** A total of 7386 successfully profiled T-DC single cells were proceeded *t*-SNE analysis. **B** The distribution of each cluster in T-DCs is shown. **C** The transcriptomic signature of six cell clusters was scored by CMap analysis using specific signatures of cDC1, cDC2, macrophage, pDC, T cell, and B cell. **D** Heat map shows the expression of top 10 cluster-specific genes of each cluster in cDC1, cDC2 and M-DC (left). GO analysis of cluster cDC1, cDC2 and M-DC is shown (right). **E** Violin plots show the expression of DCreg-associated genes in three major clusters in T-DCs.

## Discussion

DCs are involved in both innate and adaptive immunity. They exert anti-tumor activity primarily by antigen presenting whereas participate in the formation of tumor immunomicroenvironment. The maturation of DCs is essential for delivering co-stimulatory signals to T cells and their functions are closely related to their state of maturation [48]. Although DCs also undergo maturation within tumors, it is frequently inadequate for them to elicit a robust immune response, especially under the tumor-associated immunosuppressive conditions [49]. Spleen is an important site residing leukemia cells and a specific leukemia microenvironment is formed during leukemia progression. How leukemia microenvironment imposes DCs and whether leukemia microenvironment educated DCs affect leukemia progression remain insufficiently explored. Here, we studied the characteristics of DCs in the leukemic microenvironment and explored the pathologic roles of those DCs and the mechanisms using a mouse T-ALL model.

Different subtypes of DCs, including imDCs and DCregs, have been identified in the tumor microenvironment playing adverse roles [50]. The accumulation of imDCs, defined by both phenotypic and functional characteristics, in tumors is often driven by factors in the microenvironment, such as hypoxia and lactate, which skew DC maturation pathways. ImDCs express low levels of MHCII molecules and co-stimulatory molecules such as CD80 (B7.1), CD86 (B7.2) and CD83 (HB15) on their surface [14]. Furthermore, tumor microenvironment induces imDCs to secret suppressive factors like Il-10, Arg1, Ido1 and Ido2 [51]. Here, we identified a population of CD11c^+^MHCII^lo^ cells (T-DCs) accumulated in the splenic microenvironment when we analyzed the characteristics of DCs in a mouse T-ALL model. T-DCs exhibited an immature phenotype as they expressed low levels of CD86, CD83, CD40 and MHCII. These results implied that T-ALL microenvironment hindered DC maturation. In addition, they also expressed high levels of immunosuppressive molecules like Il-10 and PD-1. Therefore, we preliminarily classified T-DCs as imDC. Nevertheless, DCregs with immunosuppressive characteristics have also been identified in tumor microenvironment. DCregs are characterized by low level expression of CD86, CD40 and CD83, existence at various maturation stages, and exerting immune suppressive roles through diverse mechanisms. Interestingly, T-DCs share some similar features with DCregs, including similar expression patterns of some DCreg signature genes and impaired antigen presentation to CD4^+^ T cells. Importantly, T-DCs accelerated leukemia progression in vivo. Therefore, T-DCs are imDCs sharing immunosuppressive characteristics with DCregs in the leukemia microenvironment. It was reported that blocking immunosuppressive molecules could restore the antigen-presenting function of DCregs, and enable them to effectively activate T cells [52]. Further research is warranted to explore the mechanisms by which leukemia microenvironment hinders DC maturation and to develop targeted therapies that restore the maturation of DCs as well as decrease the expression of immunosuppressive molecules for better clinical treatment in leukemia.

High level of imDCs correlates with hindered immune response and adverse clinical outcome in solid tumors [7, 9]. Given the absence of subset-specific data on DCs in human databases, a DC maturation-associated gene set defined in the literature was used for the survival analysis on an open clinical database [14, 53, 54]. Patients with lower score of this gene set had worse survival. Furthermore, the analysis for single gene in the gene set revealed that low level expression of CD83, HLA-DMB, HLA-DQB1, HLA-DRA or HLA-DRB1, which was also detected in T-DCs (CD83 and MHCII), was significantly correlated with poor prognosis in ALL patients. Although neither the maturation-associated gene score nor the level of any above-mentioned single gene definitively reflects the level of either T-DCs or imDCs, it gives a possible clue that high level of T-DCs and imDCs might be an adverse factor in disease progression. Our findings are in line with recent studies that highlight the functional interaction between AML and the immune system, where immune evasion by leukemia cells is a significant factor in disease progression [55]. This suggests that the maturation status of DCs may have significant implications for the efficacy of immune responses against leukemia. Likewise, in vitro treatment of T-DCs with maturation inducers, GM-CSF alone or in combination with TNF-α and IL-1β, promoted their maturation, as shown by increased MHCII^+^ cells and upregulated expressions of CD80, CD86, CD83, and CD40. While these inducers may enhance DC function, whether they can effectively alter disease progression or contribute to improved outcomes in leukemia models has yet to be fully established. Further investigation should cover how leukemia microenvironment hinders DC maturation and how to develop strategies restoring the maturation of DCs.

DCs are composed of cDCs and pDCs [56]. Furthermore, in tumor microenvironment, DCs exhibit great heterogeneity in multifaceted aspects including different stages of maturation, and functional specialization, *etc*. T-DCs possess the characteristics of both imDCs and DCregs, both of which have immunosuppressive function. However, whether T-DCs are still a heterogeneous population has not yet been characterized. The scRNA-seq can resolve inter-subgroup heterogeneity and provide gene expression profiles at the single-cell level. Here, we identified three main subpopulations, *i.e*. cDC1, cDC2 and M-DCs as well as three tiny subpopulations, *i.e*. pDCs, T cells and B cells. The M-DCs were first described in the in vitro DC-induction experiments when myeloid BM precursors from NOD and NOR mice were induced by GM-CSF. A CD11c^+^MHCII^low^ imDC population was identified and suggested as an M-DC subset [57]. In fact, cDCs and macrophages have close relationship as they share same ontogeny and most differentiation pathways, and have considerable functional similarities [58]. T-DCs had antigen cross-presentation capabilities, which is the most important characteristics of DCs. Therefore, although this subpopulation of T-DCs share transcriptional similarities with both cDC2 and macrophages, we prefer defining them as M-DCs. Notably, both cDC1 and cDC2 subsets were found to predominantly express immune-suppressive molecules whereas the M-DC subset had phagocytotic characteristics. M-DCs exhibit characteristics of both macrophages and DCs, suggesting a functional plasticity that is particularly relevant in the dynamic leukemia microenvironment. Further research on the specific roles of each subset and interactions with leukemia cells and other immune components could provide valuable insights for the exploration of effective immunotherapeutic strategies.

Taken together, we identified a new subpopulation of DCs, CD11c^+^MHCII^lo^ DCs, accumulated in the microenvironment in a mouse T-ALL model. T-DCs exhibit an immature phenotype as they expressed low levels of CD83, CD86, MHCII and CD40. More immature DCs correlated with poor prognosis in leukemia patients. Functional analysis revealed that T-DCs had pro-leukemia potential. They promoted T-ALL progression by inhibiting CD4⁺ T cell activation and expressing high levels of immunosuppressive molecules. Our findings demonstrate that the leukemia microenvironment significantly influences DC maturation, and in turn, these imDCs actively contribute to leukemia progression. Our finding has significant implications for the development of immunotherapeutic strategies targeting the leukemic microenvironment.

## Supplementary information

Supplementary figure1

Supplementary figure2

Supplementary figure3

Supplementary table1

Supplementary table2

Supplementary table3

Supplementary table4

## Data Availability

All datasets in the present study can be obtained from the corresponding author upon request.

# Supplementary material for: Identification of a novel immature dendritic cell subset with potential pro-leukemic effects in leukemia microenvironment
**Source:** Cell Death Dis. 2025 Jul 29;16(1):571. doi: 10.1038/s41419-025-07851-2
**Supplement:** Supplementary file 1 — Supplementary figure1

**Supplementary Figure 1**

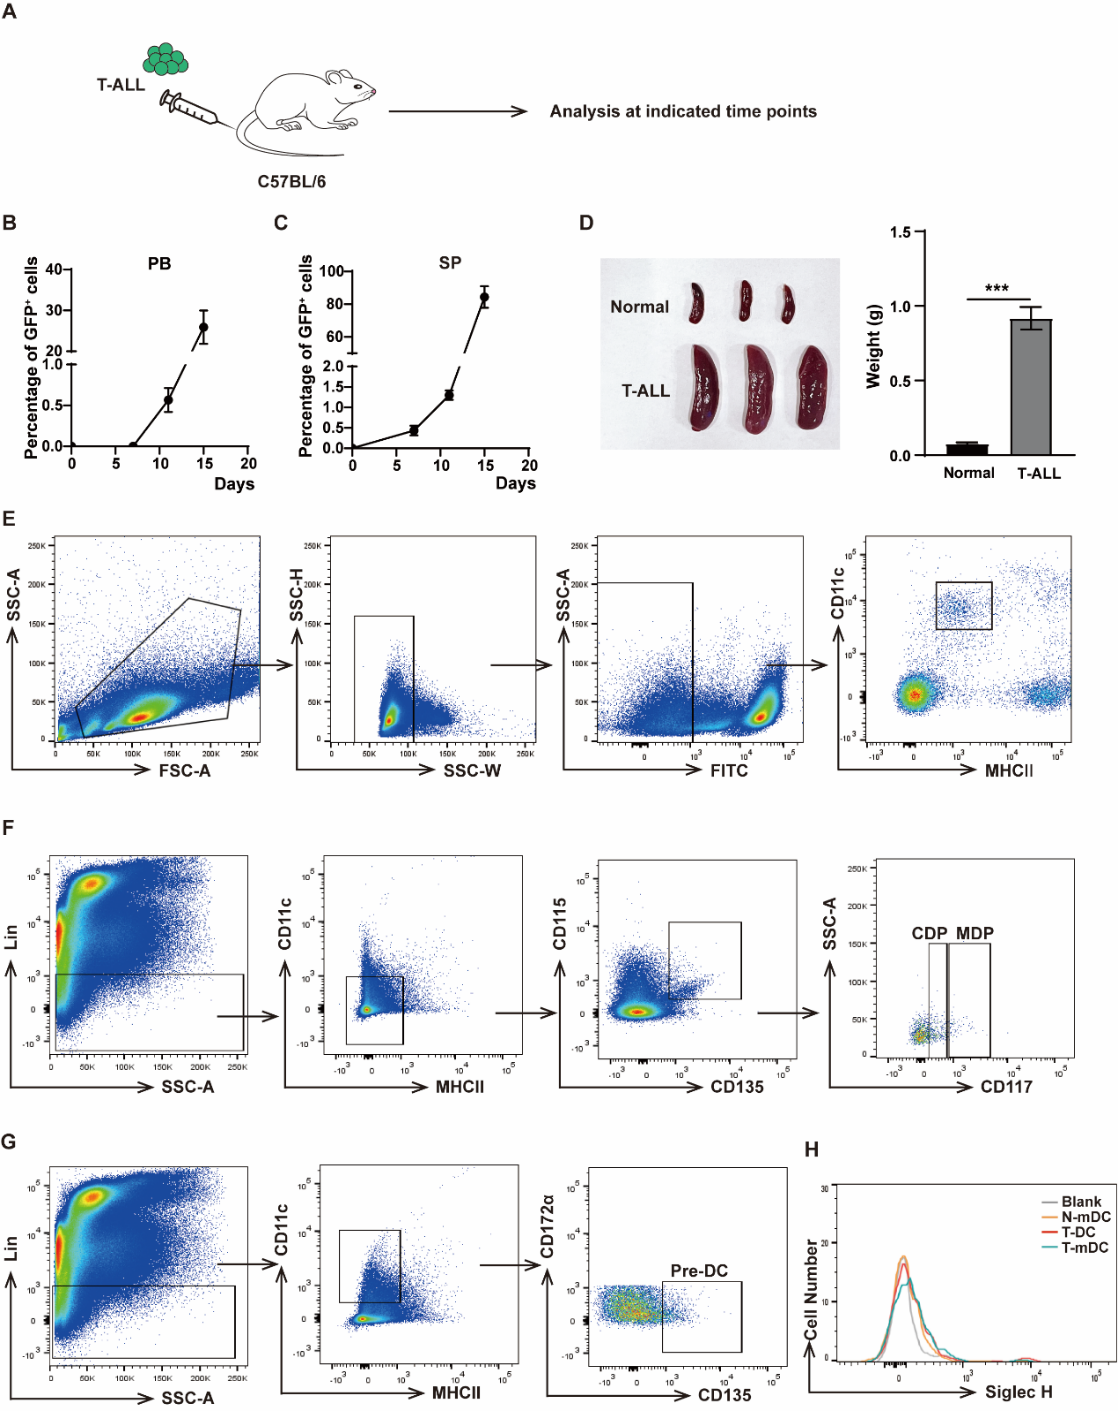

**Fig. S1 Establishment of mouse T-ALL model and gating strategy for cDCs**

**A.** The experimental design of the establishment of mouse T-ALL model. **B-C.** The percentage of PB (B) and spleen (C) GFP^+^ leukemia cells in recipient mice at indicated time points was detected by flow cytometry (n=5). **D.** The size (left) and weight (right) of spleens from normal and T-ALL mice are shown. **E**. The gating strategy for sorting T-DCs from the GFP^-^CD3^-^CD19^-^NK1.1^-^ population by flow cytometry. **F-G.** The gating strategy for sorting MDPs, CDPs (F) and Pre-DCs (G) by flow cytometry.  **H.** The expression of Siglec H in N-mDCs, T-DCs and T-mDCs was measured by flow cytometric. The data are representative of three independent experiments. ****p<0.001.*

# Supplementary material for: Identification of a novel immature dendritic cell subset with potential pro-leukemic effects in leukemia microenvironment
**Source:** Cell Death Dis. 2025 Jul 29;16(1):571. doi: 10.1038/s41419-025-07851-2
**Supplement:** Supplementary file 2 — Supplementary figure2

**Supplementary Figure 2**

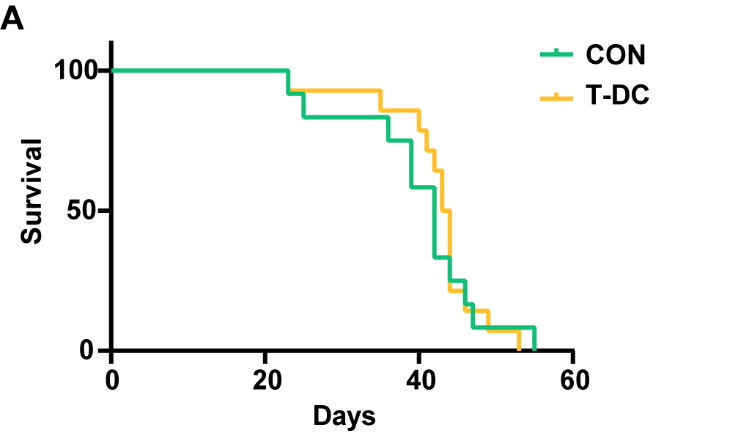

**Fig. S2 The impact of T-DCs on the survival of leukemia mice**

T-ALL cells were transplanted to recipient mice without (CON) or with sorted T-DCs and the survival of mice were compared by Kaplan–Meier curves (n=10 for each group). Kaplan–Meier estimates were used.

# Supplementary material for: Identification of a novel immature dendritic cell subset with potential pro-leukemic effects in leukemia microenvironment
**Source:** Cell Death Dis. 2025 Jul 29;16(1):571. doi: 10.1038/s41419-025-07851-2
**Supplement:** Supplementary file 3 — Supplementary figure3

**Supplementary Figure 3**

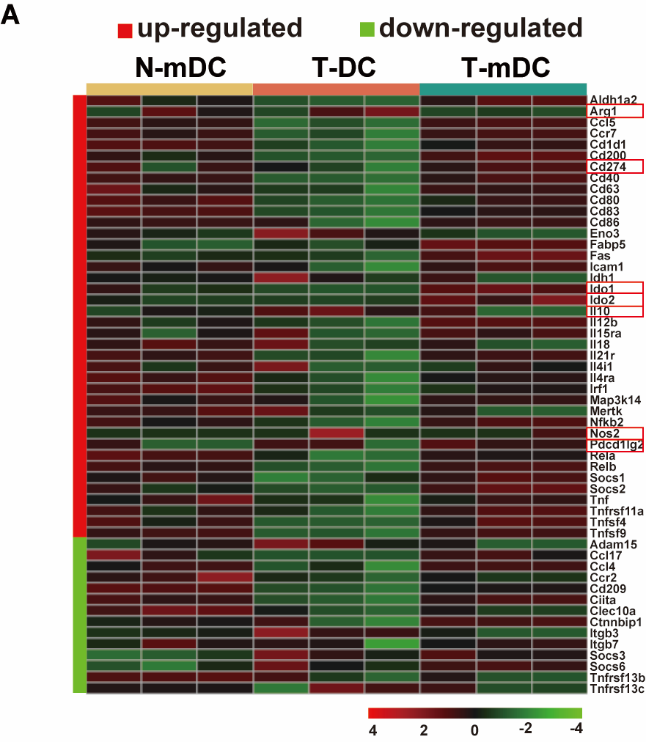

**Fig. S3 Gene expression profile of T-DCs**

Heat map shows the expression levels of regulatory DCs signature genes in N-mDCs, T-DCs and T-mDCs.

# Supplementary material for: Identification of a novel immature dendritic cell subset with potential pro-leukemic effects in leukemia microenvironment
**Source:** Cell Death Dis. 2025 Jul 29;16(1):571. doi: 10.1038/s41419-025-07851-2
**Supplement:** Supplementary file 4 — Supplementary table1

| **Antibody** | **Clone** | **Fluorescence** | **Manufacture** |
| --- | --- | --- | --- |
| I-a^b^ | AF6-120 | PE  APC-CY7 | BioLegend |
| CD11c | N418 | APC  APC-CY7 | BioLegend |
| CD11b | M1/70 | PerCP-Cy5.5 | BioLegend |
| F4/80 | BM8 | PerCP-Cy5.5 | eBioscience |
| CD172α | P84 | APC-CY7 | BioLegend |
| CD24 | M1-69 | PE-CY7 | BD Bioscience |
| CD115 | AFS98 | PE-CY7 | BioLegend |
| CD40  CD83  CD80  CD86 | 3-23  Michel-19  16-10A1  GL-1 | Pacific Blue  PE-CY7  BV421  APC-CY7 | BioLegend  BioLegend  BioLegend  BioLegend |
| CD45.1 | A20 | APC-CY7 | BioLegend |
| CD45.2 | 104 | PerCP-Cy5.5 | BioLegend |
| SiglecH | eBio440c | APC | BioLegend |
| CD4  CD3  CD19  NK1.1 | GK1.5  17A2  1D3  PK136 | APC  FITC  FITC  FITC | BioLegend  BioLegend  BioLegend  BioLegend |
| CD44 | IM7 | PE | BioLegend |
| 7-AAD |  | PerCP-Cy5.5 | BD Bioscience |
| B220  CD62L  PD-1  CD135  CD117  Ly6G | RA3-6B2  MEL-14  J43  A2F10  2B8  1A8-Ly6g | PE  V450  PE-CY7  PE  PE-CY7  FITC | BioLegend  BD Bioscience  BD Bioscience  BioLegend  BioLegend  eBioscience |

**Supplementary Table S1. Antibodies used in flow cytometry**

# Supplementary material for: Identification of a novel immature dendritic cell subset with potential pro-leukemic effects in leukemia microenvironment
**Source:** Cell Death Dis. 2025 Jul 29;16(1):571. doi: 10.1038/s41419-025-07851-2
**Supplement:** Supplementary file 5 — Supplementary table2

**Supplementary Table S2. Primer sequence**

| **Gene** | **Forward (5’-3’)** | **Reverse (3’-5’)** |
| --- | --- | --- |
| **Mouse genes** |  |  |
| Arg1 | GATTATCGGAGCGCCTTTCT | CCACACTGACTCTTCCATTCTT |
| Acsl1 | TGGGGTGGAAATCATCAGCC | GGGAACCACAGGGAAGATGG |
| Brd8 | CAGCAATTCTTGGCCACAC | ATCTGCTTCAATGGCACAGC |
| Cd274 | CTACGGTGGTGCGGACTACA | CAGACTGCTGGTCACATTGAGAAG |
| Cebpb | GACAAGCTGAGCGACGAGTA | TGCTTGAACAAGTTCCGCAG |
| C5ar1 | AGGTCTCTCCCCAGCATCAT | GTCGTGGACGGAGTGAAAGT |
| Ido1 | ATGTGGGCTTTGCTCTACCA | AAGCTGCCCGTTCTCAATCA |
| Ido2 | ACTCTGACCTGGTGCTGACAA | CCTGACTGTGTTGCCGAATGG |
| Il-10 | GGCCCAGAAATCAAGGAGCA | GCCTTGTAGACACCTTGGTCTT |
| Nos2 | TCACCTTCGAGGGCAGCCGA | TCCGTGGCAAAGCGAGCCAG |
| Pdcd1lg2 | CCCTAAAGAAGTGTACACCGTA | CTTCTGCAAACTGGCTCTTATC |
| Smpdl3 | CTTTGCTGCCTACTGGTTGC | GGAGGCATTTGCGCCTTTAG |
| St3gal1 | CTGACAGTCCACAACGCTCT | GCTGCCAGGGTAGTTGTGAT |
| Gapdh | ACTCCACTCACGGCAAATTCAAC | GACACCAGTAGACTCCACGACAT |

# Supplementary material for: Identification of a novel immature dendritic cell subset with potential pro-leukemic effects in leukemia microenvironment
**Source:** Cell Death Dis. 2025 Jul 29;16(1):571. doi: 10.1038/s41419-025-07851-2
**Supplement:** Supplementary file 6 — Supplementary table3

**Supplementary Table S3. DC maturation-associated gene set**

| **Number** | **Gene** |
| --- | --- |
| 1  2  3  4  5  6  7 | CCL19  CCL21  CCR7  CD209  CD40  CD80  CD83 |
| 8  9 | CD86  HLA-DMB |
| 10  11 | HLA-DRA1  HLA-DRB1 |
| 12 | HLA-DQB1 |
| 13 | RELB |

# Supplementary material for: Identification of a novel immature dendritic cell subset with potential pro-leukemic effects in leukemia microenvironment
**Source:** Cell Death Dis. 2025 Jul 29;16(1):571. doi: 10.1038/s41419-025-07851-2
**Supplement:** Supplementary file 7 — Supplementary table4

**Supplementary Table S4. Cell signature genes**

| **Signature type** | **Gene** |
| --- | --- |
| cDC1 Signature genes | Batf3, Cadm1, Clec9a, H2-k1, Irf4, Irf8, Itgax, Lrrc3, Tap1, Tlr3, Wdfy4, Xcr1 |
| cDC2 Signature genes | Aif1, Cd11b, Cd301b, Clec10a, Cx3cr1, Fcgr2b, Il12b, Irf4, Lst1, Pdcd1lg2, Sirpa, S100a4, Tlr4, Ywhah |
| Macrophage Signature genes | Adgre1, Apoe, C1qa, C1qb, Ccr2, Cd163, Cd68, Csf1r, Cx3cr1, Il10, Marco, Mertk, Tnf |
| pDC Signature genes | Bst2, Clec4c, Gzmb, Ifna, Il3ra, Irf7, Lilrb4a, Nrp1, Ptprc, Siglech, Spib, Tlr7, Tlr9 |
| T cell Signature genes | Cd3e, Cd4, Cd8a, Foxp3, Gzmb, Ifng, Il4, Il17a, Klrd1, Nkg7, Pdcd1, Tnf |
| B cell Signature genes | Bank1, Cd19, Cd27, Cd38, Cd79a, Cd79b, Igha, Ighg1, Ighm, Ms4a1, Pax5 |

How the deposited data were processed for this re-analysis (not part of the article)

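Bulk RNA-seq values were analysed for N-mDCs, T-DCs and T-mDCs sorted from mouse spleens, with 3 samples per group and 9 in all. The authors deposited FPKM for 54532 genes, of which 28859 were above 0 in at least 1 sample. FPKM multiplied by gene length gave whole reads with a scaling size for each sample, and the largest scaling size was 1.27 times the smallest. Reads on genes ranged from 15948055 to 17845360 in N-mDCs, 15360815 to 18440913 in T-DCs and 17351223 to 18288160 in T-mDCs. The reads themselves, the single-cell data, the flow cytometry and the qRT-PCR of the study were not analysed here.

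Values were analysed as log2(FPKM + 1) for the 12746 genes with an FPKM of at least 1 in at least 3 samples. Genes were kept by Ensembl identifier, since 105 genes share a symbol with another. The 3 groups were fitted together with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with trend), with an F-test over the groups and contrasts of T-DCs against N-mDCs, T-DCs against T-mDCs and T-mDCs against N-mDCs. p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The procedure was tested on simulated data with 200 changed genes, in which it called 20.9% of 2-fold, 64.2% of 4-fold and 78.8% of 8-fold changes between T-DCs and T-mDCs.

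Lists of genes were written before the values were seen: MHCII presentation, MHC class I presentation, the mouse counterparts of the maturation genes of Table S3, the 8 DCreg genes measured by qRT-PCR, the 7 suppressive genes the paper names, the cell types of Table S4 (cDC1, cDC2, macrophage, pDC, T cell and B cell), markers of T-lineage cells, NK cells, B cells, plasma cells, neutrophils, erythroid cells, red pulp macrophages, monocytes, pDCs, cDC1, cDC2, progenitors and basophils, the cell cycle and the interferon response. The 25 lists with at least 3 tested genes were tested with camera at a preset correlation of 0.01 in both T-DC contrasts, and the 50 p-values were adjusted together. Fry and camera with an estimated correlation were run beside it. Genes labelled in the paper's figures were reported gene by gene without a set test. Reactome pathways came from the table in fgsea 1.28.0, in which 96.4% of the identifiers could be paired with a gene of the values.

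The genes named are those the paper names in its text or Tables S2 to S4 that a result concerns, those labelled in Figs. 5C, 5D, 5E and S3A, and the 5 genes with the largest increase and the 5 with the largest decrease in each T-DC contrast among DEGs whose samples did not overlap. Sensitivity was computed for 105 genes in both T-DC contrasts. Of these, 104 were listed while the results were being computed, and Gata1 was added after its values were seen.

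The alternatives set before the data were examined were a pseudocount of 0.1, no filter, a stricter filter (FPKM of at least 5), values rescaled to TPM, quantile normalization, median-of-ratios scaling, a fit with only the groups compared, array weights, no variance trend, a log2 fold change threshold of 1, a replicate block, other set tests, Reactome lists and leaving out each sample. Those chosen after seeing the data were limma voom on the whole reads recovered from FPKM, the mean of T-mDC samples 2 and 3 as 1 sample, and the mean of 8 erythroid genes as a covariate.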

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

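The tests of the erythroid and cell cycle lists with camera and fry were set before the results were seen, and the tests of explanations in this part were chosen only after.

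Hemoglobin genes, which the paper does not discuss, took 3.82% of the reads of T-DC sample 2 and 3.00% of those of T-DC sample 3, against 0.0422% in T-DC sample 1, at most 0.405% in N-mDCs and at most 0.0140% in T-mDCs. The list of 8 erythroid genes had a median log2 fold change of 4.39 in T-DCs against N-mDCs (camera adjusted p = 0.00439, fry adjusted p = 0.112) and of 7.03 against T-mDCs (4.43e-05 and 0.0317). The spread among the T-DC samples is large: their means of log2(FPKM + 1) were 4.88, 11.2 and 11.0. A different scale of these samples in FPKM is argued against by the sizes used to scale FPKM, the largest being 1.27 times the smallest. Leukemia raising red cell RNA in every sorted fraction is argued against by T-mDCs, whose median share of hemoglobin reads was 0.00171%, below the 0.0368% of N-mDCs. Free RNA of lysed mature red cells alone is argued against by the erythroid transcription factors Klf1, Gata1 and Tal1, each at least 58.8 times higher in the lower of T-DC samples 2 and 3 than in the highest other sample. Gata1 was named after its values were seen. A candidate explanation that stays open is RNA of red-cell-lineage cells carried in T-DC samples 2 and 3: 8 of 8 erythroid genes were higher in both samples than in each of the other 7, by 5.48 to 76.3 times. Whether such cells were sorted with the T-DCs, or carry CD11c, was not tested, and the difference between the T-DC samples is not tied to a condition of the design. Red cell genes were not the only ones raised there: the neutrophil list was also highest in T-DC samples 2 and 3, with means of 6.81 and 5.56.

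The cell cycle list of 19 genes had a median log2 fold change of 1.94 in T-DCs against N-mDCs (camera adjusted p = 4.24e-05, fry adjusted p = 0.122) and 0.85 against T-mDCs (camera adjusted p = 0.0446, fry adjusted p = 0.461), with 0 genes past the limma threshold in either comparison. Dividing cells in every T-DC sample are argued against by T-DC sample 1, with a mean log2(FPKM + 1) of 3.33 within the 3.29 to 3.71 of N-mDCs. T-DC samples 2 and 3 were at 6.29 and 6.58 and T-mDCs between 4.31 and 4.68. The same samples carried the erythroid RNA, and whether the erythroid or other cells divide was not tested.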

How the results depend on the processing

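The voom fit, the mean of T-mDC samples 2 and 3 as 1 sample and the erythroid covariate were chosen only after the results were seen. Where an alternative moved a result, the cause was not tested unless it is named. For 210 gene results, the alternatives set beforehand, other than leaving out a sample, gave 2288 values, of which 2078 kept direction and side of the threshold, 135 lost the threshold, 73 gained it and 2 reversed. Leaving out a sample gave 1890 values, of which 1555 were kept, 294 lost the threshold and 41 gained it. The added alternatives gave 630 values, of which 447 were kept, 173 lost it, 6 gained it and 4 reversed. Uncalled values changed sign 11, 14 and 19 times. For 50 list results, 398 of 452, 416 of 450 and 82 of 100 values were kept.

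The count of genes differing among the groups (2295) was 1473 with the stricter filter, which tests 8095 genes, 10755 with array weights, whose fit stopped before its convergence tolerance, 1076 with T-mDC samples 2 and 3 as 1 sample and 732 with the erythroid covariate. Genes higher in T-DCs than N-mDCs numbered 402 without a filter, 261 with only the groups compared, 4320 with array weights, 454 with a fold change threshold, 404 with T-mDC samples 2 and 3 as 1 sample and 158 with the covariate. Genes lower numbered 873 with the stricter filter, 809 with only the groups compared, 4165 with array weights and 446 with the covariate. Genes higher in T-DCs than T-mDCs numbered 311 without a filter, 376 on the TPM scale, 252 with only the groups compared, 5186 with array weights, 85 with T-mDC samples 2 and 3 as 1 sample and 0 with the covariate. Genes lower numbered 712 with the stricter filter, 4737 with array weights, 455 with T-mDC samples 2 and 3 as 1 sample and 0 with the covariate. Beside these counts of 0 in limma, 1705 genes had an unadjusted p under 0.05. The erythroid mean was at least 4.88 in each T-DC sample and at most 3.30 in each T-mDC sample, so the covariate takes up part of the group difference by construction. The F-test has no value with only a pair of groups, and the stricter filter left 188 of the 210 gene results.

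Genes higher in T-mDCs than N-mDCs numbered 30 with a pseudocount of 0.1, 31 with the stricter filter, 49 on the TPM scale, 362 with only the groups compared, 1886 with array weights and 8 with T-mDC samples 2 and 3 as 1 sample. Genes lower numbered 77, 80, 50, 488, 1955 and 15 in the same order, and 120 with voom. The TPM scale moved the median log2 fold change of all genes from 0.05, 0.07 and 0.03 to -0.04, -0.23 and 0.23 in T-DCs against N-mDCs, T-DCs against T-mDCs and T-mDCs against N-mDCs. Against T-mDCs it moved the higher share of DEGs in T-DCs from 38.2% to 21.9%, and from 31.2% to 49.5% in T-mDCs against N-mDCs. Of the genes called in a T-DC contrast, 0 were called in the opposite direction in any of these settings, while genes no longer called changed sign with the erythroid covariate.

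Samples of the same number did not pair. After the group means were removed, same-numbered samples of different groups correlated across genes with a median r of -0.07 over 9 pairs, against 0.03 over 18 pairs of other numbers. With a replicate block, 1337 genes differed among the groups, 435 were higher in T-DCs than N-mDCs, 450 were higher in T-DCs than T-mDCs, and 18 were higher and 60 lower in T-mDCs than N-mDCs.

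Leaving out each sample gave 1069 to 5374 genes differing among the groups, lowest without T-DC sample 2 and highest without T-DC sample 1. It gave 219 to 2611 genes higher and 748 to 2419 lower in T-DCs than N-mDCs, 82 to 2338 higher and 455 to 2137 lower in T-DCs than T-mDCs, and 7 to 441 higher and 16 to 581 lower in T-mDCs than N-mDCs. Each highest count is without T-DC sample 1, which leaves the T-DC samples that carry red cell RNA. The lowest counts against T-mDCs are without T-mDC sample 2 or 3, which are nearly identical.

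With an estimated correlation, camera passed 0 of 50 list tests, against 31 with the preset correlation and 23 with fry. The medians do not depend on the test, and adjusted p was 0.311 for MHCII (-3.90 and -3.24), maturation (-4.23 and -3.26) and DCreg genes (1.07 and 1.30), and 0.313 for MHC class I (-0.88 and -0.78). Reactome lists, which hold many more genes than the lists used here, gave medians of 0.17 and 0.11 for MHCII and 0.12 and 0.095 for MHC class I against N-mDCs and T-mDCs, with adjusted p = 0.898. All 4 medians are above 0 there, where those of the shorter lists are below 0. The means were -0.18 and -0.29 for MHCII and -0.057 and 0.030 for MHC class I, and camera's direction was up for MHCII against N-mDCs and down for the others.

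Array weights reversed Bcar3 (0.42, adjusted p = 0.0168) and Pdcd1 (0.45, adjusted p = 0.0130) in T-DCs against T-mDCs. The erythroid covariate, which is the mean of the erythroid genes themselves, reversed Hba-a1 (-0.10), Hbb-bs (-0.10), Alas2 (-0.17) and Gata1 (-0.30) against T-mDCs. Among lists it reversed the erythroid list (-0.10 against N-mDCs and -0.059 against T-mDCs), neutrophils (-1.77 and -1.53), and against T-mDCs the cell cycle (-1.70), NK cells (-0.50) and plasma cells (-2.29).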

Differences from the paper's values

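The paper states that its DEGs in T-DCs against N-mDCs or T-mDCs were enriched in antigen processing and presentation in a GO analysis (Fig. 5B). GO was not used here, and lower and higher DEGs were tested separately against Reactome pathways, so the paper's GO result itself was not tested. In Reactome, MHC class II antigen presentation was not enriched among the genes lower in T-DCs than N-mDCs (12 of 72 genes, adjusted p = 0.454) or T-mDCs (12 of 72 genes, adjusted p = 0.4998). Of the 72 genes, 11 are in the MHCII list fixed before the data were examined, so the pathway mostly holds other genes. Among the 12 genes of the MHCII list, 10 were lower DEGs against N-mDCs and 11 against T-mDCs. That list passed the threshold under camera with a preset correlation (adjusted p = 1.22e-10 and 3.52e-10) and under fry (0.00300 and 0.00486), and not with an estimated correlation (0.311 in both).

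The paper states that T-DCs expressed significantly lower levels of the maturation genes it selected (Fig. 5D). All 7 labelled genes were lower here. Cd86 did not pass the threshold against N-mDCs (log2 fold change -1.34, limma adjusted p = 0.0762) or T-mDCs (-1.35, limma adjusted p = 0.0841). It passed with array weights and without T-DC sample 1 in both comparisons. Adjusted over the 7 labelled genes alone, all 7 passed in both comparisons, but the paper states that these genes were selected.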

Other observations

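The tests of the groupings of samples, of the lists and of single genes were set before the results were seen, and the tests of explanations for the MHCII genes, T-DC sample 1 and T-mDC samples 2 and 3 were chosen only after.

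Regrouping the 9 samples at random, 1 of 100 groupings, the real one, gave as many as 2295 genes differing among the groups, with a median of 0 and a largest other count of 674. For each count of DEGs between a pair of groups, and for each median of the MHCII, MHC class I, maturation and DCreg lists, only 1 of the 10 splits, the real one, gave as large a result, and 3 samples against 3 cannot give a share under 0.1. For the list tests under camera, 6 of 100 groupings gave as many as 31 passes, with a largest other count of 37, so a chance division of the samples is not excluded for that count.

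Flow cytometry in the paper found lower CD115, CD11b and F4/80 in T-DCs than in both other groups. In RNA, Csf1r (CD115) did not pass the threshold (log2 fold change 0.28 against N-mDCs and 1.72 against T-mDCs, limma adjusted p = 0.755 and 0.0711), and neither did Adgre1 (F4/80, 0.12 and 1.47, limma adjusted p = 0.894 and 0.0841). Against T-mDCs, both passed it with array weights and without T-mDC sample 1. Itgam (CD11b) was 0.42 (limma adjusted p = 0.438) and 1.39 (limma adjusted p = 0.0367, higher in 3 of 3 samples), and its call against T-mDCs was kept in 12 of 23 alternatives and in 3 of the 9 fits that leave out a sample. The paper found higher PD-1 on T-DCs, and Pdcd1 RNA was -0.52 and -0.18 (limma adjusted p = 0.270 and 0.728) at FPKM of 0.840 ± 0.615 (SD, n = 3) in T-DCs. It found no Siglec H on T-DCs, and Siglech RNA was at 16.5 ± 10.1 FPKM in T-DCs, 50.2 ± 19.0 in N-mDCs and 5.79 ± 7.18 in T-mDCs. Itgax (CD11c) was -1.09 and -0.96 (limma adjusted p = 0.0926 and 0.149). The paper's qRT-PCR found much higher Il10 in T-DCs, and Il10 RNA was 1.48 and 1.90 (limma adjusted p = 0.165 and 0.107). Adjusted over the list of suppressive genes alone, Il10 passed the threshold against T-mDCs and not against N-mDCs.

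The paper found most T-DCs to be cDC1 by flow cytometry, and cDC1s formed the largest cluster in its single-cell RNA-seq. Bulk RNA compared between groups does not measure the share of cDC1s within T-DCs, so the values here do not test this. In RNA, cDC1 genes were lower: the cDC1 marker list had medians of -1.71 and -2.63 against N-mDCs and T-mDCs (camera adjusted p = 1.85e-04 and 2.44e-07), the cDC1 list of Table S4 -1.34 and -1.87 (1.57e-06 and 2.40e-08), Xcr1 -2.07 (a call kept in 14 of 23 alternatives) and -3.73, and Clec9a -2.43 and -3.17. The cDC2 marker list had medians of -2.36 and -1.97 (2.27e-05 and 4.82e-04), and that of Table S4 -0.09 and 0.01 (0.192 and 0.543, mean -0.20 against T-mDCs). NK cells were -2.32 and 0.13 (1.00e-07 and 0.955), B cells -2.59 and -1.16 (2.00e-04 and 0.0278), T-lineage cells -1.03 and 0.60 (0.00340 and 0.955, with a test direction down and a mean of 0.02 against T-mDCs), T cells of Table S4 -2.32 and -0.58 (1.02e-04 and 0.0911) and B cells of Table S4 -1.28 and -0.17 (0.00276 and 0.5001, mean 0.18 against T-mDCs). pDCs were -1.15 and 0.87 (0.00999 and 0.278), pDCs of Table S4 -0.62 and 0.49 (0.0253 and 0.936), plasma cells 0.09 and 1.24 (0.955 and 0.135, mean -0.20 against N-mDCs), neutrophils 1.33 and 3.75 (0.498 and 8.88e-04), monocytes -1.17 and 1.08 (0.105 and 0.117), macrophages of Table S4 -0.17 and 0.92 (0.488 and 0.0255), red pulp macrophages -1.04 and 0.86 (0.0412 and 0.0487), progenitors -1.19 and -1.45 (0.110 and 0.0254) and the interferon response -0.47 and 0.61 (0.0719 and 0.543). Basophils had 1 of 4 genes over the filter and no set test. Under fry, T-lineage cells against N-mDCs did not pass (adjusted p = 0.0909), nor did red pulp macrophages in either comparison (0.325). Against T-mDCs, B cells (0.123), neutrophils (0.105) and macrophages of Table S4 (0.234) did not pass under fry either. Progenitors against N-mDCs passed under fry (0.0295) and not under camera. The neutrophil difference was carried by T-DC samples 2 and 3, whose mean log2(FPKM + 1) for that list was 6.81 and 5.56. T-DC sample 1 was at 0.864, within the 0.488 to 0.951 of T-mDCs, and N-mDCs ran from 1.70 to 4.08.

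For the lower MHCII genes in T-DCs, dilution of all myeloid RNA alike by RNA of other cells is argued against by the macrophage genes of Table S4. The one that fell most had a log2 fold change of -1.56 against N-mDCs, less than the MHCII median of -3.90. Dilution of dendritic cell RNA alone cannot be judged from these genes, since they mark macrophages. A higher share of red pulp macrophages stays open. Their genes had a median of -1.04 against N-mDCs, with 10 of 11 lower, and of 0.86 against T-mDCs, with 11 of 11 higher, and fry passed neither (adjusted p = 0.325 in both). T-DC sample 1, with a mean log2(FPKM + 1) of 7.75 for these genes, lay above every N-mDC sample (7.04 to 7.67), and T-DC samples 2 and 3 lay below them. A lower share of mature dendritic cells in the gate stays open too: the cDC1 lineage genes had a median of -1.71 against N-mDCs, with a range from -2.43 to -0.68, and of -2.63 against T-mDCs. The decrease against N-mDCs is smaller than that of the MHCII genes, which goes against a lower share as the whole difference there, but the share of cDC1s among the sorted dendritic cells can differ between the groups as well, and fewer such cells and lower levels per cell cannot be told apart in bulk RNA. The low surface MHCII on which T-DCs were sorted and a biological difference cannot be told apart from these samples, since the gate defines the group. The 7 maturation genes outside MHCII, which the gate does not name, had a median of -3.20 against N-mDCs, and low MHCII may go with low maturation in any cell sorted this way.

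T-DC sample 1 correlated more with every N-mDC and T-mDC sample than with T-DC sample 2 (r = 0.836 across genes) or 3 (0.808). Its r with the N-mDC and T-mDC samples ran from 0.845 to 0.921, the highest with T-mDC sample 1. A T-mDC or N-mDC sample carrying a T-DC label is argued against by the MHCII genes. Their mean log2(FPKM + 1) in T-DC sample 1 was 6.80, below the lowest T-mDC or N-mDC sample at 8.57. No biological explanation was tested, since the design gives none for a difference between samples of a group.

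T-mDC samples 2 and 3 had a chi-square per gene of 1.80 over genes with at least 20 and fewer than 200 reads, which is consistent with 2 libraries or runs made from the RNA of 1 animal or 1 pool. Counting noise alone is argued against by 3.75 over genes of 2000 reads or more. No biological explanation was tested.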
